# Deficiency of *PRKD2* triggers hyperinsulinemia and metabolic disorders

**DOI:** 10.1038/s41467-018-04352-z

**Published:** 2018-05-22

**Authors:** Yao Xiao, Can Wang, Jia-Yu Chen, Fujian Lu, Jue Wang, Ning Hou, Xiaomin Hu, Fanxin Zeng, Dongwei Ma, Xueting Sun, Yi Ding, Yan Zhang, Wen Zheng, Yuli Liu, Haibao Shang, Wenzhen Zhu, Chensheng Han, Yulin Zhang, Kunfu Ouyang, Liangyi Chen, Ju Chen, Rui-Ping Xiao, Chuan-Yun Li, Xiuqin Zhang

## Abstract

Hyperinsulinemia is the earliest symptom of insulin resistance (IR), but a causal relationship between the two remains to be established. Here we show that a protein kinase D2 (*PRKD2*) nonsense mutation (K410X) in two rhesus monkeys with extreme hyperinsulinemia along with IR and metabolic defects by using extreme phenotype sampling and deep sequencing analyses. This mutation reduces *PRKD2* at both the mRNA and the protein levels. Taking advantage of a *PRKD2-KO* mouse model, we demonstrate that *PRKD2* deletion triggers hyperinsulinemia which precedes to IR and metabolic disorders in the *PRKD2* ablation mice. *PRKD2* deficiency promotes β-cell insulin secretion by increasing the expression and activity of L-type Ca^2+^ channels and subsequently augmenting high glucose- and membrane depolarization-induced Ca^2+^ influx. Altogether, these results indicate that down-regulation of *PRKD2* is involved in the pathogenesis of hyperinsulinemia which, in turn, results in IR and metabolic disorders.

## Abstract (web summary)

Hyperinsulinemia can precede the development of insulin resistance. Here the authors identify a PKD2 mutation that leads to hyperinsulinemia and insulin resistance in Rhesus monkey and show that PKD2 deficiency promotes beta cell insulin secretion by activating L-type Ca2+ channels.

## Introduction

The prevalence of metabolic diseases and their complications are reaching epidemic proportions and have become the major cause of cardiovascular morbidity and mortality worldwide^1,2^. Hyperinsulinemia has been implicated in the pathogenesis of metabolic diseases, such as metabolic syndrome (MetS), type 2 diabetes (T2D), and a variety of cardiovascular diseases^3–5^. A combination of metabolic and cardiovascular diseases (i.e., cardiometabolic disease) is the leading cause of death in the west and developing countries (http://www.who.int/en/). Identification and characterization of pathogenic factors and signaling pathways are needed urgently to cope with the increasingly prevalent cardiometabolic disease.

Although a compensatory increase in blood insulin levels is required to maintain glucose homeostasis in insulin resistance (IR) individuals^6^, sustained hyperinsulinemia in obesity or the early phase of T2D may further impair insulin signal transduction^7,8^, resulting in a vicious cycle between hyperinsulinemia and IR, thereby contributing to the development of cardiometabolic disease. Indeed, IR has been recognized as the main cause of metabolic dysfunction and diabetes, but it is presently unclear whether there is a causal relationship between hyperinsulinemia and IR. In addition, the mechanism underlying primary hyperinsulinemia also remains elusive. Exploring the causes of increased insulin production will not only shed light on our understanding of the pathogenesis of cardiometabolic disease, but also reveal novel therapeutic targets for the treatment of these conditions.

Genome-wide association studies have shown many associations between common genetic variations and complex metabolic disorders^9–11^. However, recent efforts with next-generation sequencing technology have highlighted genetic studies of extreme phenotypes as an alternative approach to identify candidate rare variants with large effects underpinning complex diseases^12–15^. Notably, besides genetic makeup, environmental factors such as differences in diet or medication contribute substantially to the pathogenesis of metabolic diseases, hindering genetic studies in human populations. As a model species closely related to humans, the rhesus monkey presents a unique model to study complex metabolic diseases, due to its human-like genome, the controllability of environmental factors, as well as the feasibility of real-time monitoring of the metabolic phenotypes. Previously, we have established a rhesus monkey model with spontaneous MetS that recaptures most features of the human disease as well as the response to clinically used treatment^16^. In addition, we have developed RhesusBase to provide an information-rich framework for monkey genomics studies^17–19^. These efforts provide an opportunity to identify novel candidate genes that underlie complex metabolic diseases in the genomic context of the rhesus monkey. In this study, through the combination of primate-based extreme phenotype sampling and mice model-based verification, we reveal that mutation of *PRKD2* is involved in the pathogenesis of hyperinsulinemia which, in turn, results in IR and metabolic disorders. The findings not only uncover a novel function of *PRKD*2 in regulating insulin secretion but also reveal a potential therapeutic target for metabolic diseases.

## Results

### Identification of monkeys with extremely high insulin levels and IR

We established a cohort of rhesus monkeys with spontaneous MetS and followed the animals up to 40 months (Fig. 1 and Supplementary Fig. 1). The fasting plasma insulin levels of these monkeys were significantly higher than in age-matched controls (Fig. 1a). Notably, we found two monkeys (ID# as 950807 and 960109) with extremely elevated fasting insulin levels relative to the rest of the MetS group (Fig. 1a). At 40 months, the fasting serum insulin levels were 5- to 7-fold greater than that of the rest of the MetS group (316 μU/ml for 960109, 452 μU/ml for 950807, and 67 μU/ml for MetS) (Fig. 1a). Despite the extreme hyperinsulinemia, the blood glucose levels were only moderately reduced at the early stages and returned to the normal level in the later phase, as compared with the control or the MetS groups (Fig. 1b). Both hyperinsulinemic monkeys developed severe IR, as manifested by profoundly increased HOMA-IR (homeostasis model assessment of IR) compared to the control or MetS animals (Fig. 1c). Although the glucose tolerance tests did not show obvious differences between the hyperinsulinemic monkeys from that of the MetS (Fig. 1d), the basal and glucose-stimulated insulin levels were profoundly greater in these hyperinsulinemic monkeys than that in controls or MetS monkeys (316, 452, and 67 μU/ml for #960109, #950807, and MetS at basal, respectively; and 913, 1124, and 206 μU/ml for 960109, 950807, and MetS after glucose challenge, respectively) (Fig. 1e). Thus, both monkeys with extreme hyperinsulinemia exhibited markedly augmented glucose-induced insulin secretion and severe IR.

**Fig. 1:**
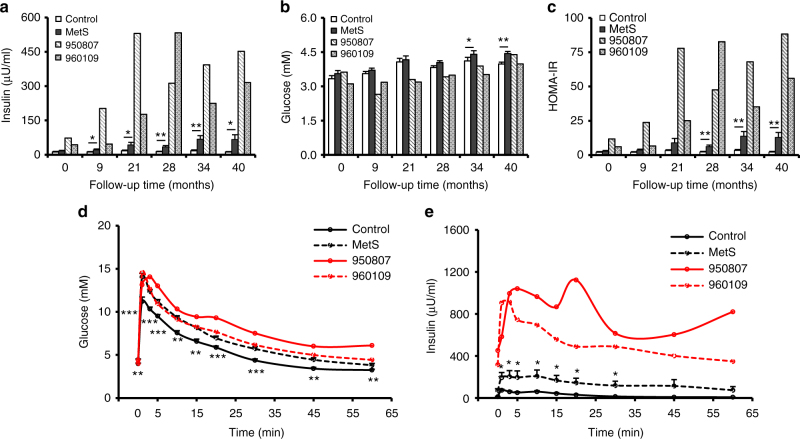
Changes of glucose and insulin levels in hyperinsulinemic monkeys. **a** Fasting plasma insulin levels of control, MetS, and hyperinsulinemic monkeys in follow-up studies. **b** Fasting plasma glucose levels of control, MetS, and hyperinsulinemic monkeys in follow-up studies. **c** Homeostasis model assessment of insulin resistance (HOMA-IR) of control, MetS, and hyperinsulinemic monkeys in follow-up studies. **d** Glucose excursion of control, MetS, and hyperinsulinemic monkeys during IVGTT at 40 months of follow-up studies. **e** Insulin excursion of control, MetS, and hyperinsulinemic monkeys during IVGTT at 40 months of follow-up studies. *p < 0.05, **p < 0.01, ***p < 0.001, control vs MetS (Control, *n* = 16; MetS, *n* = 17). All data are represented as mean ± SEM, the significant difference between groups was assessed by the Student’s *t*-test

### Metabolic phenotypes of hyperinsulinemic monkeys

As insulin signaling is implicated in multiple metabolic parameters, we next analyzed the metabolic features of these two hyperinsulinemic monkeys (Fig. 2 and Supplementary Fig. 2). Both hyperinsulinemic monkeys, particularly monkey 950807, were more obese, as evidenced by increased body weight and waist size (Fig. 2a, b). Since their waist/hip ratio was similar to that of the MetS group (Fig. 2c), these two monkeys did not show more severe abdominal obesity. Similar to other MetS monkeys, both the hyperinsulinemic individuals developed systolic rather than diastolic hypertension (Fig. 2d, e). The hyperinsulinemia was associated with further reduced high-density lipoproteins-cholesterol (HDL-c) (Fig. 2f). But surprisingly, it was accompanied by a decreased rather than an increased in triglyceride (TG) levels in both monkeys, in particular # 960109, compared to the MetS group (Fig. 2g). The hypoglycemia and low TG might be attributed to the markedly elevated blood insulin level (Figs. 1b and 2g); and the total cholesterol (TCh) and low-density lipoproteins-cholesterol (LDL-c) also showed a decreasing trend (Fig. 2h, i). However, the long-term glucose metabolic marker, hemoglobin A1c (HbA1c), was higher in hyperinsulinemic monkeys, particularly in #950807, than in the control or the MetS group (Fig. 2j), suggesting late-onset impairment of glucose tolerance and IR in the hyperinsulinemic monkeys. This was consistent with increased HOMA-IR in the hyperinsulinemic monkeys (Fig. 1c). In addition, echocardiography showed an increasing trend in the left ventricular wall and myocardial contractility as evidenced by a greater ejection fraction and fractional shortening in the hyperinsulinemic monkeys at 40 months of follow-up studies (Fig. 2k, l). Cardiac hypertrophy and enhanced contractility of the hyperinsulinemic monkeys might be attributed to myocardial adaptive responses to increased insulin stimulation. Taken together, our data suggest that hyperinsulinemia leads to obesity, hypertension, and IR, featuring MetS, but different from conventional spontaneous MetS in terms of lipid metabolism, as manifested by reduced rather than elevated blood concentrations of TG, TCh, and LDL-c, likely due to high insulin-stimulated uptake of lipids by peripheral tissues.

**Fig. 2:**
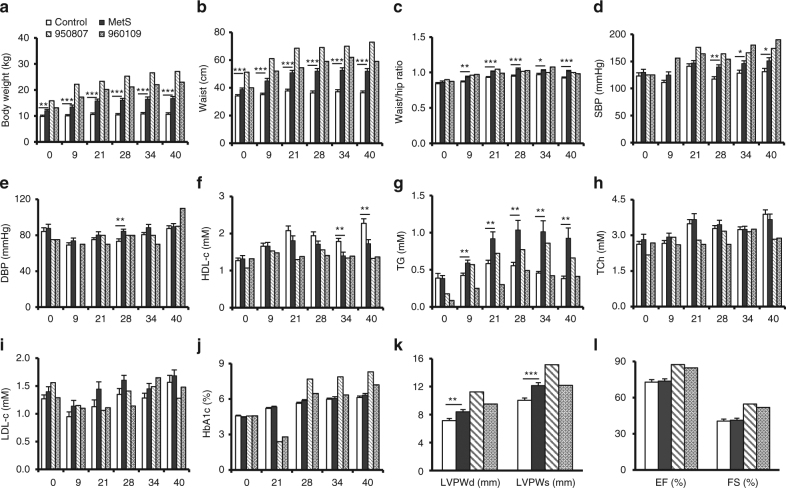
Metabolic and anthropometric parameters of control, MetS, and hyperinsulinemic monkeys. **a** Body weights. **b** Waist circumferences. **c** Waist/hip ratios. **d** SBP, systolic blood pressures. **e** DBP, diastolic blood pressures. **f** HDL-c, high-density lipoprotein cholesterol. **g** TG, triglyceride. **h** TCh, total cholesterol. **i** LDL-c, low-density lipoprotein cholesterol. **j** HbA1c, hemoglobin A1c. **k** LVPWd (left ventricular posterior wall thickness at end-diastole) and LVPWs (left ventricular posterior wall thickness at end-systole) at 40 months of follow-up studies. **l** EF (ejection fraction) and FS (fraction shortening) at 40 months of follow-up studies. *p < 0.05, **p < 0.01, ***p < 0.001, control vs MetS (Control, *n* = 16; MetS, *n* = 17). All data are represented as mean ± SEM, the significant difference between groups was assessed by the Student’s *t*-test

### *PRKD2* K410X mutation was identified in hyperinsulinemic monkeys

As all these animals were living in the same accredited animal facility, were fed the same monkey chow diet, and experienced well-controlled environmental conditions, it is likely that some case-specific genetic variants may underlie the extreme phenotype in these two monkeys. We thus performed genome-wide, exon-centric sequencing of the two monkeys and five normal controls from our rhesus monkey cohort to identify candidate genetic variations potentially linked with the hyperinsulinemic phenotype. DNA fragments in exonic regions were captured and sequenced at ~100× coverage on an Illumina sequencer, and an average of ~90% of the coding regions in rhesus monkey were successfully captured and sequenced (Supplementary Table 1 and Supplementary Fig. 3; Methods). On the basis of the deep sequencing data, we then set out to identify case-specific genetic variations. Notably, considering these animals were selected from an in-house cohort population of rhesus monkeys with a similar genetic background, the number of candidate variations should be low, as most unrelated alleles would have been removed. As expected, only six variations with large effects (three frameshift variations, two nonsenses variations, and one variation introducing an aberrant splice site), as well as 163 missense variations were found to be exclusive to the two hyperinsulinemic monkeys (Supplementary Table 2; Methods). By further taking advantage of the whole-genome sequencing data on 31 normal monkeys archived in RhesusBase^17,18^, only one heterozygous nonsense variation (K410X) in serine/threonine protein kinase D2 (*PRKD2*), and 28 missense variations were identified to be exclusive to the two cases (Supplementary Table 2; Methods).

Considering that the nonsense variations have typically stronger effects on the proteome by directly obstructing the open reading frames of proteins, we focused on the *PRKD2* nonsense variation (K410X) in the subsequent experimental verifications with Sanger sequencing in the two cases, as well as in the in-house cohort population of 57 monkeys without extremely high insulin levels. Notably, the heterozygous nonsense variation was found to be exclusive to the two cases (Fig. 3a), suggesting its potential roles in the regulation of the extreme phenotype.

**Fig. 3:**
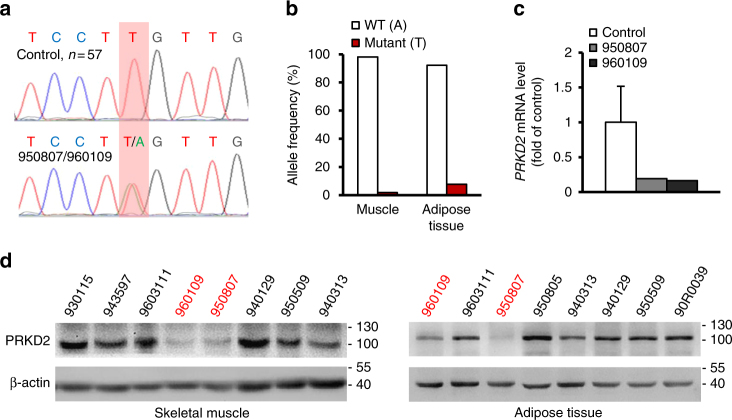
*PRKD2* K410X variation is shared by two hyperinsulinemic monkeys. **a** Sanger sequencing indicating one heterozygous nonsense variation in *PRKD2* (K410X) exclusive to the two cases (950807, 960109). **b** As for the *PRKD2* nonsense variation, the allele frequencies of the two alleles (WT, Mutant) were shown, according to the RNA-seq data in muscle and adipose tissue from a *PRKD2* mutant monkey (950807). **c** Real-time PCR quantifications of the *PRKD2* expression in skeletal muscle of WT and the *PRKD2* mutant monkeys. **d** Western blots of *PRKD*2 protein expression in skeletal muscle (left) and adipose tissues (right) from control (black) and hyperinsulinemic (red) monkeys

The K410 site is highly conserved across species ranging from zebrafish to humans (Supplementary Fig. 4). 

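Skeletal muscle takes up most of the glucose that insulin clears after a meal, and adipose tissue stores fat under insulin, so both are targets of the high insulin of the hyperinsulinemic monkeys. RNA-Seq of both tissues was available from 5 male rhesus monkeys, namely the hyperinsulinemic monkey 950807, which carries the heterozygous *PRKD2* K410X mutation, and the control monkeys 920401, 940129, 940313 and 950509. Each animal gave 1 library of skeletal muscle and 1 of adipose tissue, 10 libraries in all. The libraries were strand-specific and made from poly(A) RNA, and the authors counted mapped reads per gene and gave them as RPKM, that is, scaled by transcript length and by the library's mapped reads. Control muscle libraries held 35682861 to 43268985 mapped reads and the muscle library of 950807 held 33961486. Control adipose libraries held 30669915 to 39379286 mapped reads and that of 950807 held 41780234. Counts of 28595 Ensembl macaque genes were scaled by TMM and tested in each tissue with edgeR's quasi-likelihood test, two-sided, over the genes with a mean of at least 1 RPKM in the 5 libraries of the tissue, 8306 in muscle and 11981 in adipose tissue. With 1 hyperinsulinemic monkey, its spread had to be taken as that of the 4 controls, and an exact permutation test of a single gene cannot give a p below 0.2. The mapping, the gene matching and the alternatives are described after the article.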

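*PRKD2* encodes a serine/threonine kinase of the protein kinase D family. In skeletal muscle the hyperinsulinemic monkey had less *PRKD2* mRNA than every control monkey. In adipose tissue its level lay within the range of the controls, only just above the lowest control after TMM scaling. The paralogs *PRKD1* and *PRKD3* were scarce in muscle. *PRKD1* mRNA was above that of every control in both tissues of the hyperinsulinemic monkey, in adipose tissue only narrowly after TMM scaling.

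*PRKD2* (ENSMMUG00000017927) lies on chromosome 19 from 53012284 to 53064125 on the minus strand, in a genome build that the sources used here do not name, and its longest transcript has 3192 bases. An unnamed gene of the same strand (ENSMMUG00000028666, from 53056111 to 53056177) lies inside it and might share reads with it. In muscle, *PRKD2* was at 0.387 RPKM in monkey 950807 and at 1.40 ± 0.294 RPKM (SD, n = 4) in the controls, which ranged from 1.14 to 1.79 RPKM. This rested on 42 reads in monkey 950807 (exact Poisson 95% interval 30.3 to 56.8, counting error only) and on 141 to 208 reads in the controls. The log2 difference was −2.03 (standard error 0.583, 95% interval −3.34 to −0.72), or 24.4% of the control level (9.87% to 60.5%). Its adjusted p from edgeR was 0.482 over all genes tested and 0.00633 adjusted over the list alone, a list of the 3 protein kinase D genes of which only *PRKD2* passed the filter in muscle. The RPKM of monkey 950807 was the lowest of the 5 animals (exact permutation test, two-sided, p = 0.2, the smallest p that 1 animal against 4 allows). With DESeq2, a test added after the data were examined, the log2 difference was −2.03 and the adjusted p 0.0315, within adjusted p values of 0.0315 to 0.757 over 14 alternative settings. Markers of smooth muscle and pericytes were also lower in this muscle library, with a median log2 difference of −1.22 (standard error 0.300 over 10 genes). The test of this list (camera in limma) called it at a preset inter-gene correlation but not at an estimated one (adjusted p 0.811).

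In adipose tissue, *PRKD2* was at 3.66 RPKM in monkey 950807, from 488 reads (exact Poisson 95% interval 446 to 533), and at 4.86 ± 1.25 RPKM (SD, n = 4) in the controls, from 411 to 679 reads. The log2 difference of −0.62 (standard error 0.531, 95% interval −1.80 to 0.56) did not pass the test (adjusted p 0.9999 from edgeR, 0.606 adjusted over the list alone), and 3 of the 4 controls were above monkey 950807 (exact permutation test, two-sided, p = 0.6). The effect in adipose tissue minus that in muscle was 1.48 (standard error 0.733, 95% interval −0.14 to 3.10), with an adjusted p of 0.987 from edgeR, so the tissues were not shown to differ. *PRKD1* was below the filter in muscle, at 0.809 RPKM (95 reads) in monkey 950807 and 0.306 ± 0.0490 RPKM (SD, n = 4, 37 to 49 reads) in the controls (exact permutation test, two-sided, p = 0.2). In adipose tissue it was at 6.31 RPKM and 4.16 ± 0.639 RPKM (SD, n = 4), a log2 difference of 0.39 (standard error 0.452) that did not pass the test. *PRKD3* differed in muscle by less than the control SD, at 0.363 RPKM and 0.413 ± 0.147 RPKM (SD, n = 4). Its log2 difference in adipose tissue, −0.16 (standard error 0.621), was positive under other settings, 0.02 with scaling to the mapped totals among them.

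**Figure D1:**
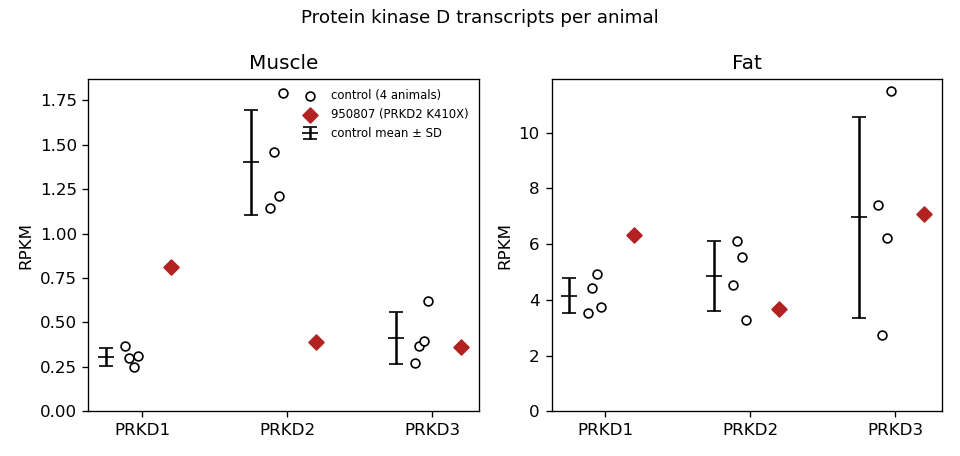
RPKM of *PRKD1*, *PRKD2* and *PRKD3* in skeletal muscle and in adipose tissue. Open circles are the 4 control monkeys, bars their mean with SD and red diamonds the hyperinsulinemic monkey 950807, which has 0.387 RPKM of *PRKD2* in muscle, below all 4 controls, and 3.66 RPKM in adipose tissue, within their range.

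The reads over the K410 site that carry each allele were not analysed here. The paper proposes nonsense-mediated decay of the K410X mRNA, from the unequal reads of the WT and mutant alleles (Fig. 3b) and from the lower *PRKD2* mRNA that real-time PCR showed in muscle (Fig. 3c).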

The K410X mutation probably blocked the RNA and protein expression of *PRKD*2 via nonsense-mediated mRNA decay, as the mRNA with mutant alleles was significantly degraded, leading to differentially distributed RNA-Seq reads between WT and mutant alleles (*p* = 0.01, Fisher’s exact test, Fig. 3b) and the mRNA levels of *PRKD2* were lower in the mutant (hyperinsulinemic monkey) than in the WT monkeys (Fig. 3c). Matching the decreased level of mRNA expression, the protein expression of *PRKD*2 was also significantly down-regulated in cases with the K410X nonsense mutation (Fig. 3d). Animals with such a mutation should thus exhibit an effect similar to *PRKD2* knockdown.

### *PRKD2* deficiency leads to increased insulin levels and IR in mice

The identification of *PRKD2* nonsense mutation in hyperinsulinemic monkeys further motivated us to investigate the relationship between down-regulation of *PRKD2* and hyperinsulinemia in *PRKD2* gene knockout (*PRKD2*^−/−^) mouse model (Supplementary Fig. 5a–c). When quantifying the insulin levels and activities of the insulin signaling in 4-week-old mice, we found an increased fasting insulin level and decreased fasting glucose level in *PRKD2*^−/−^ mice when compared with WT mice (Supplementary Fig. 6a, b), but the body weight and insulin-stimulated Akt phosphorylation in skeletal muscle and liver were comparable between the two groups (Supplementary Fig 6c–g).

At 14 weeks, both the basal and glucose-stimulated insulin secretion were greater in *PRKD2*^−/−^ than in WT mice (Fig. 4a, b). The *PRKD2*^−/−^ mice also exhibited slightly improved glucose tolerance as demonstrated by intraperitoneal glucose tolerance tests and the area under curve (AUC) of glucose (Fig. 4c, d), possibly due to the hyper-secretion of insulin in *PRKD2*^−/−^ mice. Further studies with high-fat diet challenge may provide additional information to interpret phenotypes detected in *PRKD2*^−/−^ mice. Besides the increased insulin level, blood lipids were comparable in the *PRKD2*^−/−^ and WT mice (Supplementary Fig. 7a), the body weight of *PRKD2*^−/−^ mice was significantly increased (Supplementary Fig. 7b), and the insulin-stimulated Akt ser473 phosphorylation in liver (Fig. 4e, f) or skeletal muscle (Fig. 4g, h) was markedly decreased in *PRKD2*^−/−^ compared with WT mice, indicating the development of obesity and IR. We further performed in vivo insulin tolerance test (ITT) to verify the existence of IR in *PRKD2*^−/−^ mice, and found that the blood glucose level was significantly higher in *PRKD2*^−/−^ mice than that in WT controls after insulin injection (Fig. 4i, j), supporting the existence of IR in *PRKD2*^−/−^ mice. These findings were qualitatively similar to those of the *PRKD2* mutant monkeys, but the overall phenotype in the mice was milder, likely due to species differences. All together, these results strongly suggest that down-regulation of *PRKD*2 expression is sufficient to increase insulin level, and support a hyperinsulinemia-primary model that IR and obese progressively developed following hyperinsulinemia.

**Fig. 4:**
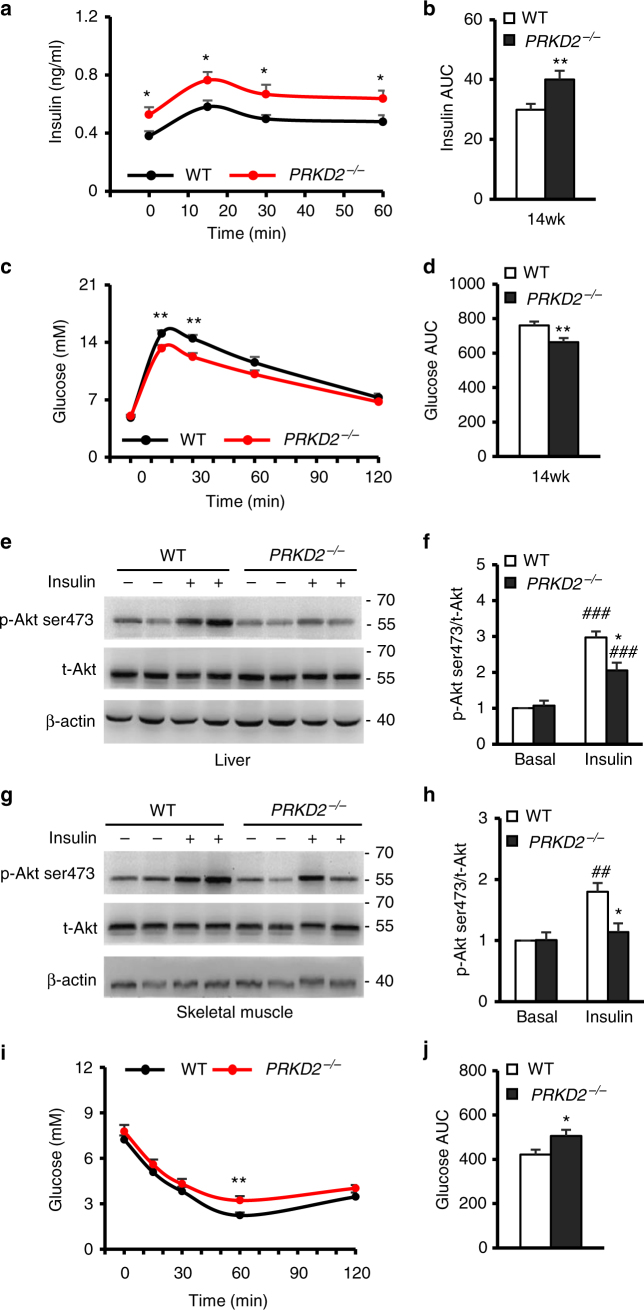
*PRKD*2 deficiency enhanced Insulin secretion and lead to IR in mice. **a**, **b** Insulin excursion during IPGTTs (**a**) and area under the curve of insulin (**b**) in mice with the indicated genotypes at 14 weeks of age. *p < 0.05, **p < 0.01, WT vs *PRKD2*^−/−^ (WT, *n* = 24; *PRKD2*^−/−^, *n* = 27). **c**, **d** Glucose excursion during IPGTTs (**c**) and area under the curve of glucose (**d**) in mice with the indicated genotypes at 14 weeks of age. **p < 0.01, WT vs *PRKD2*^−/−^ (WT, *n* = 22; *PRKD2*^−/−^, *n* = 28). **e**, **f** Western blots of total Akt and Akt phosphorylation at ser473 in liver from WT and *PRKD2*^−/−^ mice at age of 14 weeks old. *p < 0.05, WT vs *PRKD2*^−/−^; ^#^^##^*p* < 0.001, basal vs insulin-treatment (*n* = 8/group). **g**, **h** Western blots of total Akt and Akt phosphorylation at ser473 in skeletal muscle from WT and *PRKD2*^−/−^ mice at the age of 14 weeks old. *p < 0.05, WT vs *PRKD2*^−/−^; ^#^^#^*p* < 0.01,   basal vs insulin-treatment (*n* = 8/group). **i**, **j** Glucose excursion during ITTs (**i**) and area under the curve of glucose (**j**) in mice with the indicated genotypes at 14 weeks of age (WT, *n* = 16; *PRKD2*^−/−^, *n* = 17). *p < 0.05, **p < 0.01, WT vs *PRKD2*^−/−^. All data are represented as mean ± SEM, the significant difference between groups was assessed by the Student’s *t*-test

### *PRKD2* deficiency increases insulin secretion

Previous studies have suggested that high insulin levels are associated with increased β-cell mass, β-cell secretion, or IR^20–22^. To delineate the mechanism underlying *PRKD*2 deficiency-induced hyperinsulinemia, we analyzed the islet morphology and found no overt difference between *PRKD2*^−/−^ and WT mice in terms of islet size or the proportion of β-cells within islets (Fig. 5a–d), indicating that *PRKD*2 deficiency does not affect islet structure.

**Fig. 5:**
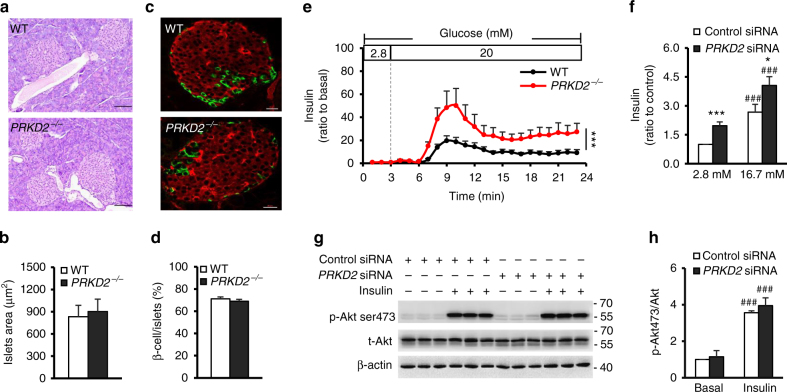
*PRKD*2 deficiency increases insulin secretion in isolated islets and β cells. **a**, **b** Representative pancreatic images of hematoxylin and eosin (HE) staining (**a**) and statistics (**b**) showing that *PRKD2*-knockout in mice did not affect islet morphology and size at 14 weeks of age. Scale bar = 100 μm (WT, *n* = 8; *PRKD2*^−/−^, *n* = 6). **c**, **d** Representative images of immunofluorescence staining for insulin and glucagon in pancreatic islets (**c**) and statistics (**d**) showing that *PRKD2*-knockout did not affect the number of β-cells within islets. Scale bar = 20 μm (WT, *n* = 6; *PRKD2*^−/−^, *n* = 5). **e** Time-courses of glucose-stimulated insulin secretion in islets isolated from *PRKD2*^−/−^ (red) and WT (black) mice. ***p < 0.001, WT vs *PRKD2*^−/−^, by two-way ANOVA (*n* = 10/group). **f** Insulin secretion in control and *PRKD2*-knockdown Ins-1 cells. *p < 0.05, ***p < 0.001, control siRNA vs *PRKD2* siRNA; ^###^*p* < 0.001, 2.8 vs 16.7 mM glucose (*n* = 10/group). **g**, **h** Representative western blots of Akt ser473 phosphorylation (**g**) and statistics (**h**) in control and *PRKD2*-knockdown Ins-1 cells. ^###^*p* < 0.001, basal vs insulin (*n* = 8/group). All data are represented as mean ± SEM, the significant difference between groups was assessed by the Student’s *t*-test

We next investigated insulin secretion in isolated perfused islets from both *PRKD2*^−/−^ and WT mice and found that insulin secretion in response to high glucose in islets from *PRKD2*^−/−^ mice was significantly higher than that in WT islets (Fig. 5e). Because islets contain several types of cells, and hormones secreted from these cells may regulate β-cell secretion, we performed *PRKD2* gene silencing with siRNA in cultured Ins-1 cells, a β-cell line, to investigate the sequelae of *PRKD*2 deficiency. Indeed, knocking-down of *PRKD2* enhanced both basal and high glucose-induced insulin secretion (Fig. 5f). Moreover, we found that *PRKD*2 deficiency did not alter insulin-stimulated Akt phosphorylation in Ins-1 cells (Fig. 5g, h), suggesting that *PRKD*2 deficiency-induced insulin secretion was not mediated by enhanced insulin signaling. Taken together, these results jointly indicate that a deficiency in *PRKD*2 leads to hyperinsulinemia by regulating insulin secretion rather than altering insulin signaling.

It has been shown that Ca^2+^ regulates a sequence of core events of insulin exocytosis, including vesicle docking and fusion, and the activity of the secretory machinery^23–25^. Next, we sought to determine whether *PRKD*2 deficiency affects intracellular Ca^2+^ concentration ([Ca^2+^]_i_) in response to high glucose stimulation in islets isolated from *PRKD2*^−/−^ and WT mice. A Ca^2+^ indicator (Fluo-4 AM) was used to monitor the changes of [Ca^2+^]_i_. Increasing glucose concentration from 2.8 to 20 mM in the perfusion solution induced a robust global Ca^2+^ elevation (Fig. 6a, b), consistent with previous reports^26^. Notably, the high glucose-evoked increase in [Ca^2+^]_i_ was significantly augmented in islets from *PRKD2*^−/−^ mice (*F*/*F*_0_, 2.66 ± 0.2) relative to their WT counterparts (*F*/*F*_0_, 2.08 ± 0.16) (Fig. 6b). In addition, *PRKD*2 deficiency was able to augment Ca^2+^ influx in response to membrane depolarization induced by high KCl (Fig. 6a, b).

**Fig. 6:**
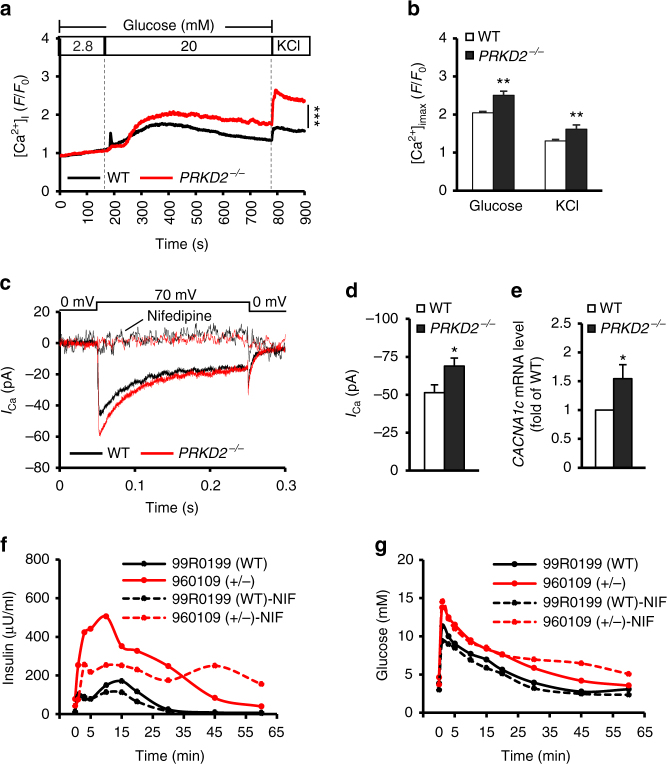
*PRKD2* deficiency induces insulin secretion through regulation of Ca^2+^ influx in β-cells. **a** Time-course of [Ca^2+^]_i_ induced by 20 mM glucose in *PRKD2*^−/−^ (red) and WT β-cells (black), *x*-axis indicates the time. ***p < 0.001, WT vs *PRKD2*^−/−^, by two-way ANOVA. **b** Peak levels of [Ca^2+^]_i_ in response to glucose or high KCl in WT and *PRKD2*^−/−^ β-cells. **p < 0.01, WT vs *PRKD2*^−/−^ (representative data of five experiments; WT, *n* = 5; *PRKD2*^−/−^, *n* = 7, and *n* > 9 cells/group). **c** Time-course of Ca^2+^ currents induced by membrane depolarization with or without nifedipine in *PRKD2*^−/−^ (red) and WT β-cells (black), *x*-axis indicates the time (WT, *n* = 16 β-cells/5 mice; *PRKD2*^−/−^, 14 β-cells/6 mice). **d** Peak levels of Ca^2+^ currents in depolarization in WT and *PRKD2*^−/−^ β-cells. *p < 0.05, WT vs *PRKD2*^−/−^ (WT, *n* = 16 β-cells/5 mice; *PRKD2*^−/−^, *n* = 14 β-cells/6 mice). **e** mRNA expression levels of *CACNA1*c in *PRKD2*^−/−^ and WT β-cells. *p < 0.05, WT vs *PRKD2*^−/−^ (WT, *n* = 8, *PRKD2*^−/−^, *n* = 6). **f** Basal and glucose-stimulated insulin secretion in *PRKD2* mutant and WT rhesus monkey in IVGTT with or without nifedipine. **g** Glucose excursion in *PRKD2* mutant and WT monkeys during IVGTT with or without nifedipine. All data are represented as mean ± SEM; the significant difference between groups was assessed by the Student’s *t*-test

Indeed, using patch-clamp analyses, we found that nifedipine-sensitive L-type Ca^2+^ current was significantly greater in β-cells from *PRKD2*^−/−^ mice (Fig. 6c, d). In addition, we performed real-time PCR analysis to qualify the mRNA level of *CACNA1c* in isolated mouse β-cells and found a significantly increased expression in *PRKD2*^−/−^ mice when compared to WT mice (Fig. 6e). When treated the β-cells with nifedipine, an L-type Ca^2+^ channel blocker, the differences in Ca^2+^ current between *PRKD2*^−/−^ and WT mouse β-cells became undetectable (Fig. 6c).

Notably, when treated monkeys with nifedipine during intravenous glucose tolerance tests (IVGTTs), we found that low-dose intravenous nifedipine injection markedly inhibited insulin secretion, especially glucose-stimulated insulin secretion, in *PRKD2* mutant monkey (Fig. 6f). In contrast, only mild inhibition in glucose-stimulated insulin secretion was detected in control monkey (Fig. 6f), possibly due to the low basal insulin secretion. The glucose excursion was not affected in both mutant and control monkeys (Fig. 6g). These lines of evidence thus suggest that enhanced L-type Ca^2+^ channel expression and activity are essentially involved in *PRKD2* deficiency-induced increase of insulin secretion.

## Discussion

In this study, we have provided multiple lines of evidence that *PRKD*2 down-regulation is sufficient to enhance β-cell insulin secretion and subsequently induce hyperinsulinemia and systemic IR. First, using extreme phenotype sampling in conjunction with deep sequencing analysis, we have identified a nonsense mutation of *PRKD2* (K410X) which is shared by both extreme hyperinsulinemia cases but not the other 57 rhesus monkeys of the same cohort. Second, the *PRKD2* knockout caused hyperinsulinemia in mice. Mechanistically, we have demonstrated that *PRKD*2 deficiency sensitizes glucose-induced insulin secretion via increasing Ca^2+^ influx by induction of L-type Ca^2+^ channel expression and activity. Moreover, intravenous injection of nifedipine, an L-type Ca^2+^ channel blocker, markedly inhibited basal and the glucose-stimulated high insulin secretion in *PRKD*2 mutant monkey. These findings thus not only uncover a novel function of *PRKD*2 in regulating β-cell insulin secretion but also reveal a potentially important therapeutic target for metabolic diseases. Although the human orthologous site of the monkey nonsense mutation is not polymorphic according to the 1000 Genomes Project, it is plausible that patients with loss-of-function mutations on *PRKD2* gene should have similar phenotype of hyperinsulinism.

*PRKD* family belongs to the calmodulin-dependent protein kinase superfamily, which contains three members, *PRKD1* (*PRKDμ*), *PRKD2*, and *PRKD3* (*PRKDν*)^27–29^. Previous studies have revealed that these *PRKD* isoforms are expressed differentially in various exocrine and endocrine cells of the pancreas. Specifically, *PRKD1* and *PRKD2* are more abundant in the islets of the mouse and human pancreas, whereas *PRKD*3 predominates in exocrine cells^30^. Although *PRKD* has been linked to cardiomyocyte Ca^2+^ handling^31^, it remains unknown whether *PRKD* could modulate β-cell L-type Ca^2+^ channel activity, and play some roles in the regulation of insulin secretion. The findings here thus pinpoint a novel function of *PRKD*2 in regulating β-cell insulin secretion in that *PRKD2* deficiency primarily increases insulin secretion, and further induces obesity and IR. Although our data support the hyperinsulinemia-causes-IR hypothesis, short-term *PRKD2* inhibition or deficiency may have beneficial effect via enhancing glucose-stimulated insulin secretion. Nevertheless, sustained *PRKD2* suppression or deficiency is detrimental.

Although the metabolic syndrome was considered as a “common disease” stemming from the additive effects of common variants, some rare variations with large effects were also proven to account for the phenotypes. As a proof-of-concept study with two monkey animals showing extreme hyperinsulinemia, we tested whether such rare variations with large effects do exist underpinning the extreme phenotype. Such a simplified monogenic model led to the identification of one nonsense mutation on *PRKD2* genes as a candidate. However, the polygenic inheritance model, as well as the contributions of other missense mutations with relatively milder effects on the proteome, could not be ruled out and may deserve future investigations. Specifically, knock-in monkeys with this mutation would be the most straightforward means to verify the causality between the *PRKD2* nonsense mutation and the extreme metabolic phenotype, but remain an expensive, time consuming and technically challenging option in monkeys. However, such a proof-of-concept study in rhesus monkeys prompted us to investigate the metabolic phenotypes of this previously neglected candidate gene in mouse models. Overall, although more macaque animals, as well as knock-in monkeys, are needed to verify the causality with statistical confidence, the study here suggests a practical approach to identify disease-related genes through the combination of primate-based extreme phenotype sampling and mice model-based verification.

Rhesus monkeys share high genetic homology and functional similarities with humans^16,32–35^, and thus provide ideal models for studying human diseases. Using integrative approaches, we identified a *PRKD2* nonsense mutation in rhesus monkeys with hyperinsulinemia. In addition, as a cluster of metabolic disorder, IR, overweight, hypertension, decreased HDL-c, and ventricular hypertrophy were found in these cases, compared with control monkeys and the MetS cohort. Given that insulin is a known mitogen that regulates protein synthesis and neoplasia, enhance plasma insulin binds to and activates insulin receptors/insulin-like growth factor-1 receptors and the downstream insulin receptor substrate/phosphatidylinositide 3-kinases axis, promoting peripheral tissue growth and weight gain^36–38^. In addition, previous studies have shown that hyperinsulinemia is associated with hypertension and dyslipidemia^39,40^, likely due to insulin-mediated sympathetic stimulation and IR in peripheral tissues^41,42^. It is also noteworthy that the TG and TCh were moderately reduced compared with the control and the MetS groups, revealing a unique lipid profile that differs from what is known in the general population of humans with MetS. Although it remains technically challenging to generate large populations of transgenic or knockout disease models in primates^43–46^, the manipulation of important candidate genes in primates is needed in future studies to fully clarify the pathogenesis of complex metabolic diseases.

It remains controversial as to whether hyperinsulinemia causes IR and MetS^3–7^. Upregulated insulin secretion facilitates glucose uptake in peripheral tissues and reduces blood glucose^47^, especially in the absence of IR. However, a persistent increase in blood insulin may cause IR^48^. Our in vitro work with siRNA to knock down *PRKD2* in Ins-1 cells and Hepa1-6 cells (Supplementary Fig. 8), as well as the quantifications of insulin levels and activities of the insulin signaling in 4-week- and 14-week-old *PRKD2*^−/−^ mice (Fig. 4 and Supplementary Fig. 6) suggests a hyperinsulinemia-primary model that the development of obesity and IR following hyperinsulinemia. Peripheral IR may then exaggerate hyperinsulinemia, resulting in a vicious cycle between hyperinsulinemia and systemic IR.

To delineate the molecular mechanism underlying *PRKD*2 deficiency-induced increase in insulin level, we assessed insulin secretion in *PRKD*2-deficient islets and cultured β-cells. We have shown that down-regulation of *PRKD*2 promotes insulin secretion through increasing Ca^2+^ influx that is dependent on L-type Ca^2+^ channel expression and activity. Regarding a potential role of protein kinase D in regulating Ca^2+^ signaling, previous studies have shown that activation of the gene increases the phosphorylation of cardiac myosin-binding protein C at Ser315, sensitizing myocardial responsiveness to Ca^2+^, resulting in a positive inotropic effect^49^. Here, we have shown that *PRKD*2 may suppress glucose-induced increase in cytoplasmic Ca^2+^, since its down-regulation markedly augments the elevation of [Ca^2+^]_i_ induced by high glucose and membrane depolarization. In addition, we found *PRKD*2 deficiency can increase the expression and activity of L-type Ca^2+^ channel in *PRKD2*^−/−^ β-cells, further strengthening that *PRKD*2 deficiency enhances insulin secretion by regulate β-cell Ca^2+^ influx.

## Methods

### Rhesus monkeys

The Rhesus monkey MetS model has been reported previously^16^. All monkeys were housed individually in cages, had free access to water, and were fed ad libitum with pellet monkey chow (Beijing HFK Bio-Technology Co., Ltd, China) that contained 7–10% crude fat, 16–20% crude protein, and 55–65% crude carbohydrate. All animals in this study were maintained in an animal facility at Peking University that is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC). The experimental procedures for monkeys were approved by the Institutional Animal Care and Use Committee of Peking University and were in accordance with the principles of laboratory animal care of the National Academy of Sciences/National Research Council (approval number: IMM-ZhangXQ-1).

### Blood sampling and biochemical tests

The blood samples were taken from a hindlimb vein after overnight fasting and anesthesia with ketamine at 10 mg/kg body weight. Blood samples for HbA1c analysis were collected in vacutainer tubes containing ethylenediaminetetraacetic acid (EDTA). For plasma samples, blood was collected in vacutainer tubes containing EDTA, mixed and kept on ice, and centrifuged for 10 min at 1200 × *g* at 4 °C within an hour. All measurements of plasma lipids and glucose were performed using Roche biochemical test kits. Insulin was measured by Roche Modular Analytics E170 Combinations.

Intravenous glucose tolerance test: After 14–16 h overnight fasting, under ketamine anesthesia, two i.v. cannulae were inserted into veins of both hindlimbs, one for blood sampling and the other for glucose administration. After baseline blood sampling, 50% glucose was administered at a dose of 0.5 ml/kg body weight over a time period of 30 s, which made a total glucose load of 0.25 g/kg body weight. Then blood samples were taken at 1, 3, 5, 10, 15, 20, 30, 45, and 60 min after the challenge. Heparinized saline was infused between each sampling to maintain the patency of the i.v. cannula. All blood samples were immediately put on ice and centrifuged at 4 °C as for plasma isolation. IR was calculated by means of the homeostasis model assessment–IR (HOMA-IR): fasting plasma glucose × fasting insulin/22.5.

### Generation of global *PRKD2*-deficient mice

The mouse *PRKD2* DNA clones were isolated from a 129SVJ mouse genomic library (Stratagene). A vector that contains a neomycin selection cassette flanked by FRT sites was used to generate *PRKD2* targeting construct. Briefly, two homology arms of *PRKD2* gene were cloned into the targeting vector, and a 603 bp fragment containing exon2 of *PRKD2* was inserted after the first LoxP site (Supplementary Fig. 5). *PRKD2* targeting vector was then linearized with *Not*I, and subsequently electroporated into R1 embryonic stem (ES) cells. G418-resistant ES clones were screened for homologous recombination by DNA blot analysis, as described below. Two independent homologous recombinant ES clones for each targeting construct were microinjected into blastocysts from C57BL/6J mice to generate male chimeras. Male chimeras were bred with female Black Swiss mice to generate germline transmitted floxed heterozygous mice (*PRKD2*^+/flox-neo^), which was subsequently crossed with Pro-Cre mouse^50^ to generate heterozygous mice (*PRKD2*^+/−^). Offspring from intercrosses were genotyped by PCR analysis using mouse tail DNA as previously described^51^. The experimental procedures for mice were approved by the Institutional Animal Care and Use Committee of Peking University and were in accordance with the principles of laboratory animal care of the National Academy of Sciences/National Research Council (Approval number: IMM-ZhangXQ-6).

### DNA analysis for genotyping

Genomic DNA was extracted from G418-resistant ES cell clones and mouse tails, as previously described^52^. ES cell DNA was digested using Acc65I, and DNA was electrophoresed on a 1% (wt/vol) agarose gel, and subsequently blotted onto a nitrocellulose membrane. A 250 bp fragment was generated by PCR using mouse genomic DNA and was subsequently radiolabeled using [32^P^] dATP by random priming (Invitrogen). DNA blots were hybridized with the radiolabeled probe and visualized by autoradiography. Offspring from intercrosses were genotyped by PCR analysis using mouse tail DNA and the following primers: *PRKD2*, WT/flox allele (forward, AGAGCCAGGTAACAGGAACAATAG; reverse, GTGCTAAGGAGGGAGGCTCT), mutant allele (neo-specific primer, AATGGGCTGACCGCTTCCTCGT; reverse, GCAAGCTACTTCCTCCCAAG).

After genotyping, the mice were backcrossed to C57/BL6 for seven generations to reduce contamination from its original mixture with the 129SvJ background. The mice were maintained under specific pathogen-free conditions in an animal facility at Peking University that is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC). The mice had free access to water and food; 4- and 14-week-old male mice were used in the following experiment. All experimental procedures with animals were approved by the Institutional Animal Care and Use Committee of Peking University and were in accord with the principles of laboratory animal care of the National Academy of Sciences/National Research Council.

### Library preparation and deep sequencing

Genomic DNA was obtained from blood samples of the monkey animals to prepare libraries for parallel exome capture and deep sequencing^53^. DNA fragments in exonic regions of rhesus monkey were captured and enriched following the manufacturer’s protocol (Agilent Technologies). Strand-specific RNA-Seq libraries were prepared from skeletal muscle or adipose tissue derived from rhesus monkey as previously reported^54,55^. Both RNA-Seq and Exome-Seq were performed on a HiSeq 2000 Sequencing System. The deep sequencing data were evaluated following the guidelines of the RhesusBase Quality Score system^19^. Exome-seq data and RNA-Seq data were then mapped with BWA (v0.7.10–r789) and Tophat (v2.0.8), respectively. Only uniquely mapped reads were subjected to subsequent analyses. All the raw sequencing data are available at SRA under accession numbers SRP070922 and SRP071778.

### Identification of candidate genetic variations in rhesus monkeys

In past years, we developed a rhesus monkey MetS model and developed a strategy to identify candidate genetic variations underpinning metabolic diseases through extreme phenotype sampling in 59 rhesus monkeys. Within these monkeys, 20 developed spontaneous MetS, two of which (ID# 950807 and 960109) showed prolonged and extremely high fasting insulin levels.

On the basis of the deep sequencing data, genetic variation calling was performed with the GATK Unified Genotyper (v2.7–0.4). Variations with unusual clustering (≥5 variants within a 25-bp window) or located in tandem repeats were removed, and only variations located in coding regions or splice sites were retained. The effects of these variations were then annotated by snpEff (v3.5a). A three-step pipeline was then used to identify candidate genetic variations: (i) the variations should be specific to the two monkeys with the extreme phenotype, but not in normal controls; (ii) the variations with large effects (such as nonsense variation, frameshift or splice-site variation), as well as missense variations were retained; and (iii) the variations should not be identified in the whole-genome sequencing data on 31 normal monkeys^17^.

### Mouse glucose and ITT

For intraperitoneal glucose tolerance test, WT and *PRKD2*^−/−^ mice were fasted overnight, and glucose was injected intraperitoneally at 2 g/kg body weight. Blood samples were taken from a tail vein at the indicated time points for glucose and insulin measurement. Glucose levels were measured on a portable glucometer (Roche, ACCU-CHEK® Performa); insulin levels in serum were measured using an ELISA kit (Millipore).

For ITT, WT, and *PRKD2*^−/−^ mice were fasted for 4 h, and insulin (Humulin-R, LILLY) was injected intraperitoneally at 1 U/kg body weight. Blood samples were taken from tail vein at 0, 15, 30, 60, and 120 min, and levels of blood glucose were measured.

### Mouse tissue sample collection

At 4 and 14 weeks of age, the male mice were anesthetized with sodium pentobarbital (100 mg/kg body weight) and sacrificed by cervical dislocation. Blood samples were collected to isolate serum. Samples of skeletal muscle, liver, and pancreas were harvested for further analysis. In brief, the tissues were snap-frozen in liquid nitrogen to isolate protein and mRNA. For histological and immunohistochemically analyses, tissues were fixed in ice-cold 4% paraformaldehyde (PFA) overnight.

### Islet and single β-cell isolation

To measure in vitro insulin secretion, the pancreases from 14-week-old mice were exposed by a ventral midline incision and perfused with collagenase P (0.5 mg/ml) through the common bile duct. Then the pancreas was dissected and incubated in collagenase P solution at 37 °C for 24 min. Cooled Hanks buffer was added to the incubation mixture to terminate digestion and separate the pancreatic tissue. Then 100–200 islets were picked out by a pipette under a microscope, and cultured in RPMI1640 (7 mM glucose) at 37 °C overnight in a cell culture incubator. Eighty islets with similar size were pre-incubated for 2 h at 37 °C in fresh RPMI1640, then incubated in a modified Krebs–Ringer bicarbonate buffer (KRBB, pH 7.4) that contained 130 mM NaCl, 2.5 mM KCl, 1 mM MgCl_2_, 2 mM CaCl_2_, 2.8 mM glucose, and 10 mM HEPES, supplemented with 0.1% bovine serum albumin for 30 min to synchronize cells. After pre-incubation, the islets were transferred into perfusion buffer containing 2.8 mM glucose, perfused for 3 min, then was changed to perfusion buffer containing 16.7 mM glucose, and perfused for 20 min at 37 °C. The perfusion rate was 500 µl/min and the perfusate was collected to measure insulin.

To obtain single β-cells, isolated mouse islets were pretreated with Hanks buffer without Ca^2+^/Mg^2+^ at 37 °C for 4 min, and digested into single cells by trypsin for 4 min at 37 °C. Then the separated β-cells were cultured in RPMI1640 containing 10% fetal bovine serum (FBS) and 7 mM glucose for overnight.

### Calcium imaging and patch-clamp analysis in β-cells

Fluo-4 AM was from Thermo Fisher (Cat#: F14217). For Ca^2+^ imaging experiments, β-cells were incubated with 5 µM Fluo-4 AM in KRBB containing 2.8 mM glucose at 37 °C for 20 min. The cells were perfused with KRBB containing 2.8 mM glucose for 3 min, then switched to KRBB containing 20 mM glucose for 10 min. The depolarization was evoked by high-K^+^ solution (pH 7.4) containing 70 mM KCl, 67 mM NaCl, 1 mM MgCl_2_, 2 mM CaCl_2_, 10 mM HEPES, and 2.8 mM glucose. Dynamic images were captured on a Zeiss LSM710 confocal microscope with a ×40, 1.3 NA oil-immersion objective, with a frequency of 2 Hz. Data were analyzed using ImageJ (NIH, Bethesda, MD).

To investigate L-type Ca^2+^ currents, patch-clamp was conducted with standard whole-cell recordings using an EPC-10 patch-clamp amplifier (HEKA) at room temperature (~22 °C). Isolated islet cells were stimulated with a train of depolarizing pulses from a holding potential of −70 mV. Cells that exhibited no voltage-dependent Na+ currents were β-cells due to the inactivation of Na+ channel at the −70 mV holding potential^56^. The extracellular solution containing 138 mM NaCl, 5.6 mM KCl, 2.6 mM CaCl_2_, 1.2 mM MgCl_2_, 5 mM glucose, and 10 mM HEPES (pH 7.4 adjusted with NaOH), while the pipette solution containing 125 mM Cs-glutamate, 0.3 mM Na_2_-GTP, 2 mM Mg-ATP, 1 mM MgCl_2_, and 0.1 mM EGTA (pH 7.2 with CsOH). For depolarization experiments, Ca^2+^ currents were evoked by a depolarization from −70 mV to 0 mV for 200 ms. For L-type Ca^2+^ channel blocking experiments, nifedipine with a final concentration of 30 μM was added in the bath solution during depolarization^57^.

### Cell culture

The rat β-cell line (Ins-1) was from the China Infrastructure of Cell Line Resources (Beijing, China). Cells were cultured at 37 °C under 5% CO_2_ and 95% O_2_ in RPMI1640 with 11.1 mM glucose and supplemented with 10% FBS, 1 mM pyruvate, 50 μM β-mercaptoethanol, 100 U penicillin/ml, and 0.1 mg streptomycin/ml. Lipofectamine RNAiMAX from Invitrogen and *PRKD2* siRNA from Dhamarcon (Cat#: L-081927-02-0005) were used to knock down *PRKD2* when the cells had reached 60–70% confluence. Insulin in the supernatant was measured after the cells were incubated in KRBB containing 2.8 or 16.7 mM glucose for 30 min. For insulin sensitivity, Ins-1 cells were stimulated with 100 nM insulin for 20 min and proteins were extracted for western blot analysis.

To analyze the effect of *PRKD2*-knockdown on insulin signaling in peripheral tissue, the mouse liver cell line, Hepa1-6 (China Infrastructure of Cell Line Resources, Beijing, China), was cultured at 37 °C under 5% CO_2_ and 95% O_2_ in Dulbecco’s modified Eagle’s medium containing 10% heat-inactivated FBS, 100 U/ml penicillin, 100 mg/ml streptomycin (Gibco, Grand Island, NY, USA), and 25 mM glucose. *PRKD2* siRNA was used to knock down *PRKD*2 in the same way as for Ins-1 cells. Insulin signaling activation was determined by western blot of the Akt phosphorylation in proteins collected from Hepa1-6 cells treated with insulin for 15 min.

### Western blotting

Total protein from mouse tissue samples and cultured cells were extracted using RIPA lysis buffer (50 mM Tris HCl, pH 8.0, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% sodium dodecyl sulfate (SDS)) supplemented with a protease inhibitor cocktail (Sigma), 10× phosphorylation protease inhibitor (Roche), and 2 mM phenylmethane sulfonyl fluoride. After homogenization with a polytron, the homogenate was incubated on ice for 30 min, and centrifuged at 12,000 *g* for 15 min at 4 °C. Protein samples (50–100 µg) were separated on 10% SDS-polyacrylamide gel electrophoresis. Blots were incubated at 4 °C overnight with primary antibodies, Rabbbit anti-Akt (1:1000, CST, #4691); Rabbit anti-Phospho-Akt Ser473 (1:1000, CST, #4058L); Mouse anti-PKD2 (1:500, Abcam, ab7281); Mouse anti-PKD2 (1:500, Abcam, ab57114); Rabbit anti-β-actin (1:1000, CST, #8457); Mouse anti-α-Tubulin (1:1000, Sigma, T5168), followed by anti-rabbit or mouse horseradish peroxidase-labeled secondary antibodies (1:1000; Santa Cruz Biotech, sc-2004, sc-2005) for 1 h at room temperature. An electrochemiluminescence detection system revealed the peroxidase label and relative abundance was quantified by densitometry using Quantity One ver. 4.6.7 software (both from Bio-Rad). Uncropped western blots in this study are shown in Supplementary Fig. 9.

### Histology and immunohistochemistry of pancreas

Each PFA-fixed pancreas was embedded in paraffin, and 5-µm sections were cut and stained with hematoxylin-eosin (HE) for histological analysis. The HE-stained sections were imaged with a BX51 light microscope and Image-Pro MC 6.0 software (Olympus, Japan) to measure the areas of at least 15 randomly selected islets from each mouse. For Immunohistochemistry, sections were incubated with rabbit anti-insulin (1:400; Santa, sc9168) or mouse anti-glucagon (1:400; Santa, sc57171) antibodies overnight at 4 °C, followed by Alexa Fluor®594 donkey anti-rabbit (1:200; Invitrogen, A21207) or Alexa Fluor®488 goat anti-mouse secondary antibody (1:200; Invitrogen, A11029) for 1 h at room temperature. The slides were imaged with a Zeiss LSM700 confocal microscope. Cells positive for insulin was counted using Image-Pro MC 6.0 software.

### Real-time PCR

Total RNA was extracted from *PRKD2*^−/−^ or WT β-cells (TIANGEN Biotech, Beijing). Reverse transcription was performed by the M-MLV Reverse Transcriptase (Promega). The primers used for *CACNA1c* amplification were reported in previous study (forward 5′-GGCATCACCAACTTCGACA and reverse 5′-TACACCCAGGGCAACTCATA)^58^. Primers used for β-actin amplification: forward 5′-CACCATGAAGATCAAGATCATTGCT and reverse 5′-AACGCAGCTCAGTAACAGTCCG.

### Nifedipine treatment in rhesus monkeys

To investigate the inhibition function of nifedipine in insulin secretion in monkeys, we anesthetized the monkeys with ketamine at 10 mg/kg body weight after 14–16 h of fasting. Nifedipine solution was prepared by adding 2 mg nifediping to 5 ml ethylalcohol, 25 ml polyethylene glycol, and 20 ml saline solution, for a final concentration of 40 μg/ml^59^. After baseline blood sampling and blood pressure measurements, Nifedipine was infused at a rate of 5 μg/kg/min for 11 min. Then the infusion rate was changed to 0.5 μg/kg/min for the rest time of the experiment. The IVGTT was started 3 min after changing the infusion rate.

### Statistical analyses

Statistical analyses in this study were performed using GraphPad PRISM ver. 5.01 (GraphPad Software, Inc.) and the SPSS 18.0 software package (SPSS Inc.). For the animal studies, sample size was determined based on previous study^60^. For in vivo studies in mice, *PRKD2*^−/−^ mice and WT controls were used as different experimental groups. The investigator was blinded to the group allocation during the experiment. Data sets were tested for normality with Kolmogorov–Smirnov tests. Data groups (two groups) with normal distributions were compared using two-sided, unpaired Student’s *t*-tests. Data groups with multi-factors were compared using two-way ANOVA tests. A *p-*value <0.05 was considered as statistically significant.

### Data availability

The raw deep sequencing data in this study are available at SRA under accession numbers SRP070922 and SRP071778. The rest of the data is available from the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Deficiency of PRKD2 triggers hyperinsulinemia and metabolic disorders
**Source:** Nat Commun. 2018 May 22;9:2015. doi: 10.1038/s41467-018-04352-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Deficiency of *PRKD2* Triggers Hyperinsulinemia and Metabolic Disorders**

**Xiao et al.**

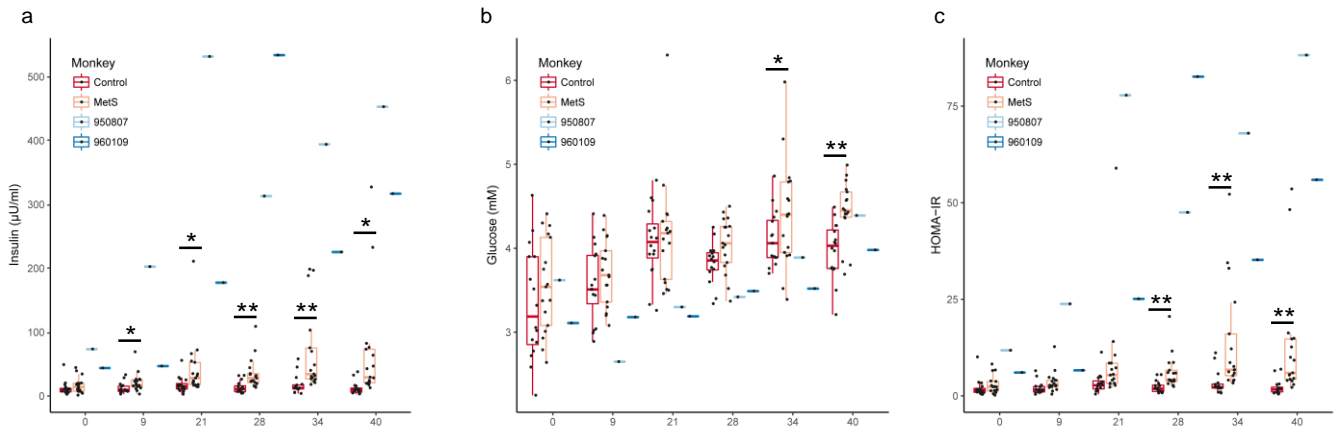

**Supplementary Fig. 1** Changes of glucose and insulin levels in hyperinsulinemic monkeys (dot plots and box plots). **a** Fasting plasma insulin levels of control, MetS, and hyperinsulinemic monkeys in follow-up studies. **b** Fasting plasma glucose levels of control, MetS, and hyperinsulinemic monkeys in follow-up studies. **c** Homeostasis model assessment of insulin resistance (HOMA-IR) of control, MetS, and hyperinsulinemic monkeys in follow-up studies. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , control vs MetS (Control,  $n=16$ ; MetS,  $n=17$ ). All data are represented as mean  $\pm$  SEM, the significant difference between groups was assessed by the Student's  $t$ -test.

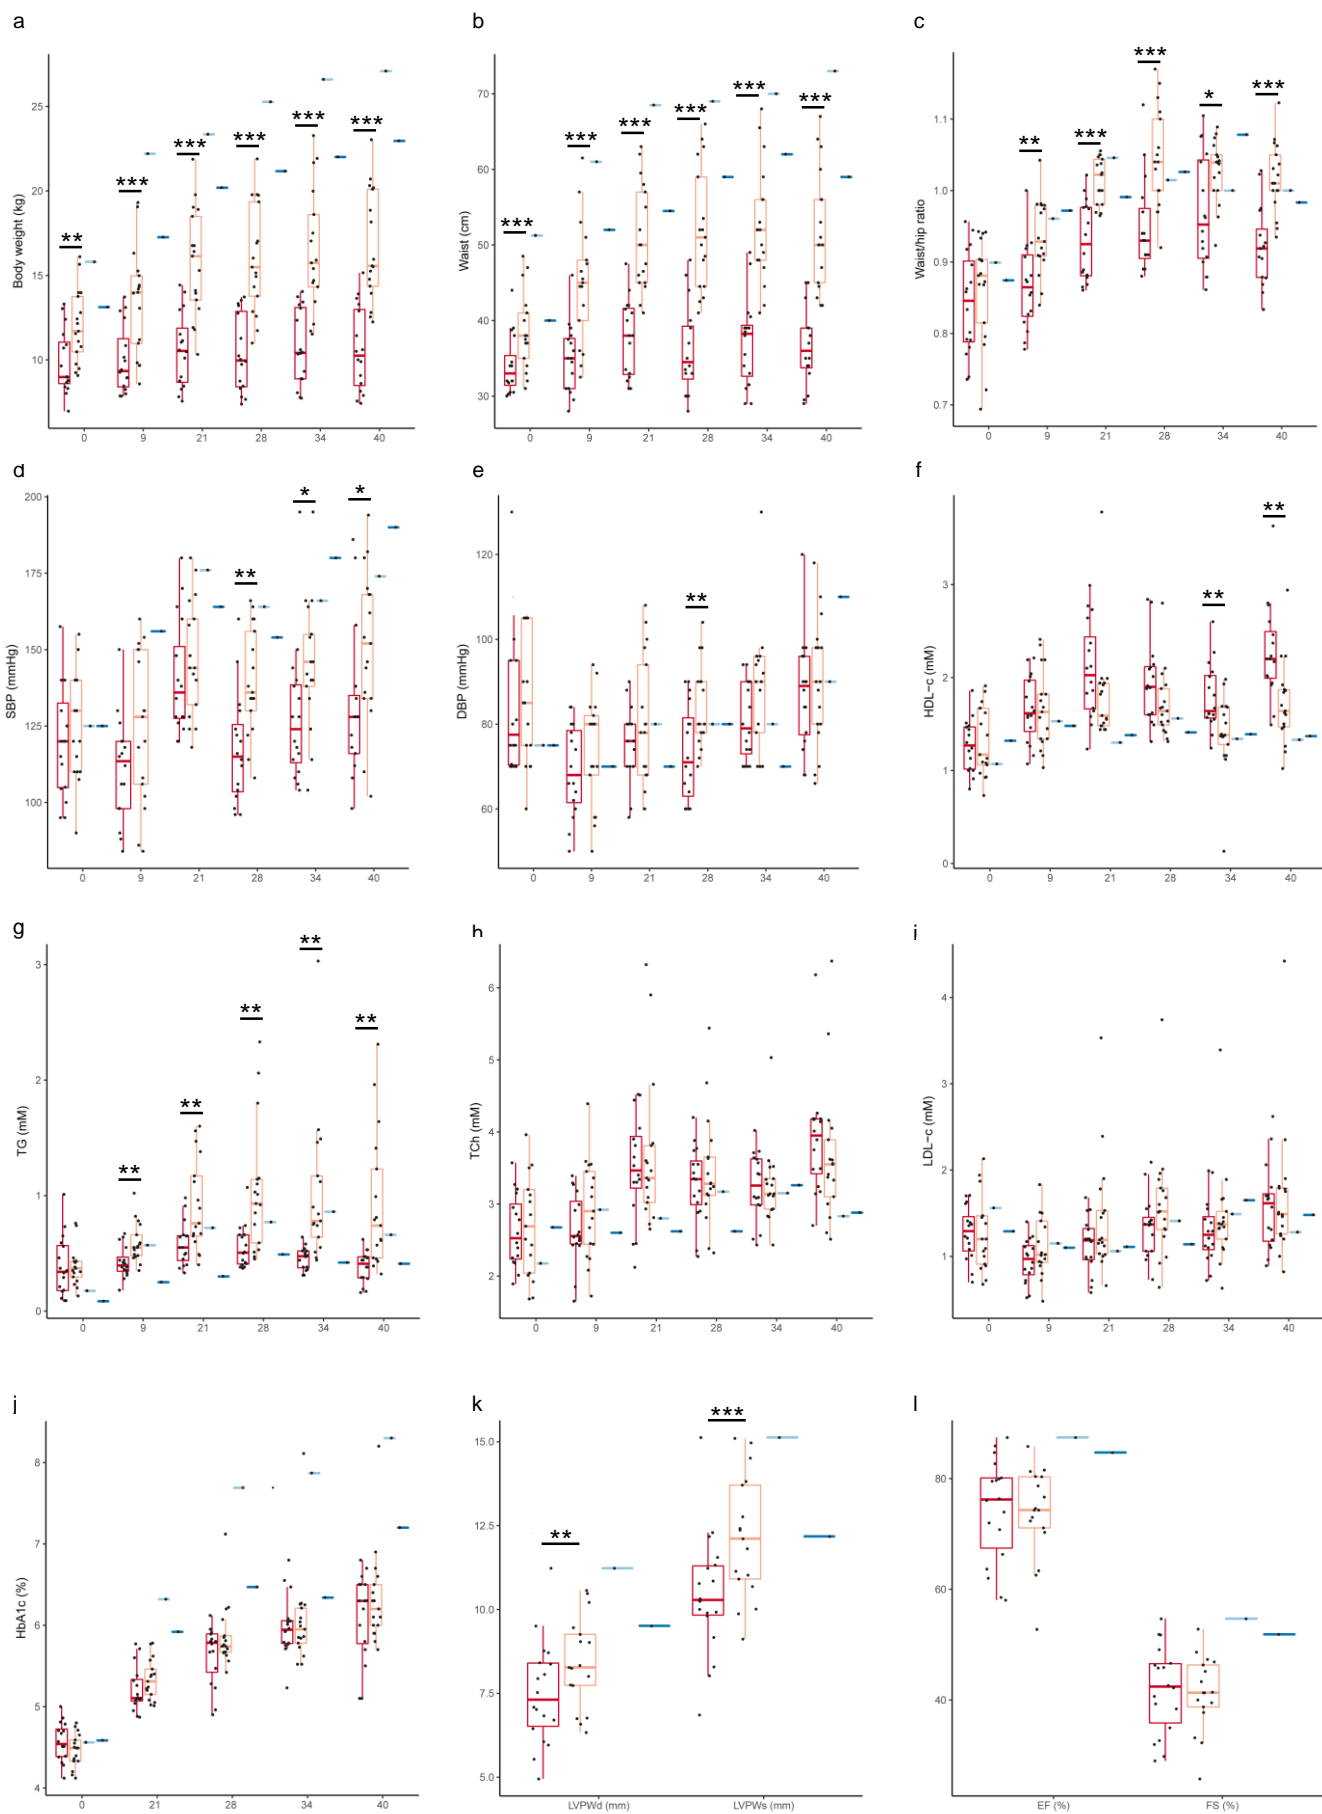

**Supplementary Fig. 2** Metabolic and anthropometric parameters of control, MetS, and hyperinsulinemic monkeys (dot plots and box plots). Related to Fig 2. **a** Body weights. **b** Waist circumferences. **c** Waist/hip ratios. **d** SBP, systolic blood pressures. **e** DBP, diastolic blood pressures. **f** HDL-c, high-density lipoprotein cholesterol. **g** TG, triglyceride. **h** TCh, total cholesterol. **i** LDL-c, low-density lipoprotein cholesterol. **j** HbA1c, hemoglobin A1c. **k** LVPWd (left ventricular posterior wall thickness at end-diastole) and LVPWs (left ventricular posterior wall thickness at end-systole) at 40 months of follow-up studies. **l** EF (ejection fraction) and FS (fraction shortening) at 40 months of follow-up studies. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , control vs MetS (Control,  $n=16$ ; MetS,  $n=17$ ). All data are represented as mean  $\pm$  SEM, the significant difference between groups was assessed by the Student's  $t$ -test.

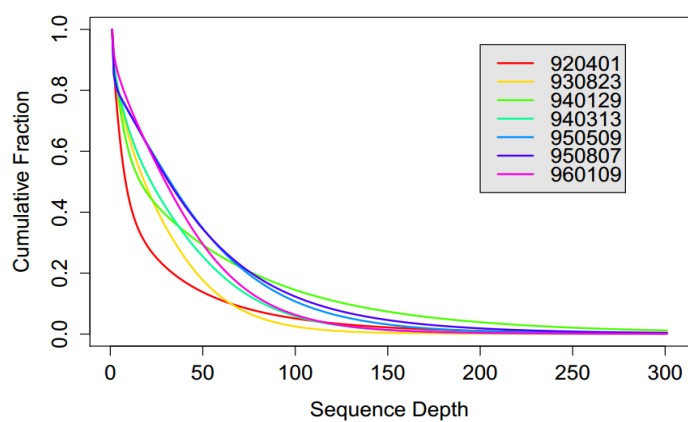

**Supplementary Fig. 3** Statistics for exome-seq. Related to Fig 3. For each dataset, the sequencing depth is summarized and shown in cumulative frequency plot.

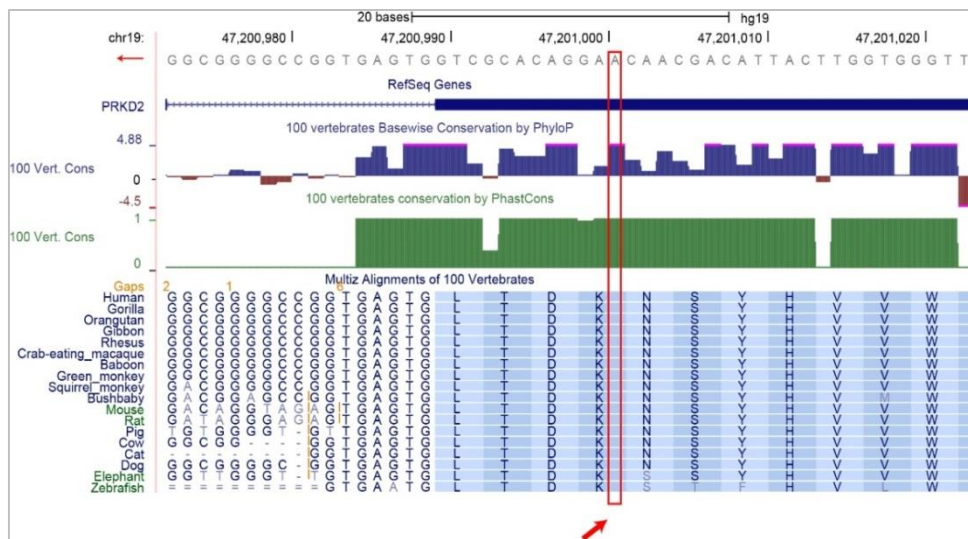

**Supplementary Fig. 4** The conserved *PRKD2* K410 site. Related to Fig 3. A UCSC genome browser snapshot showing the aligned sequences of *PRKD2* across multiple species, with the position of the K410X nonsense mutation highlighted in red rectangle. The conservation levels of these sites are measured by *PhyloP* and *PhastCons*.

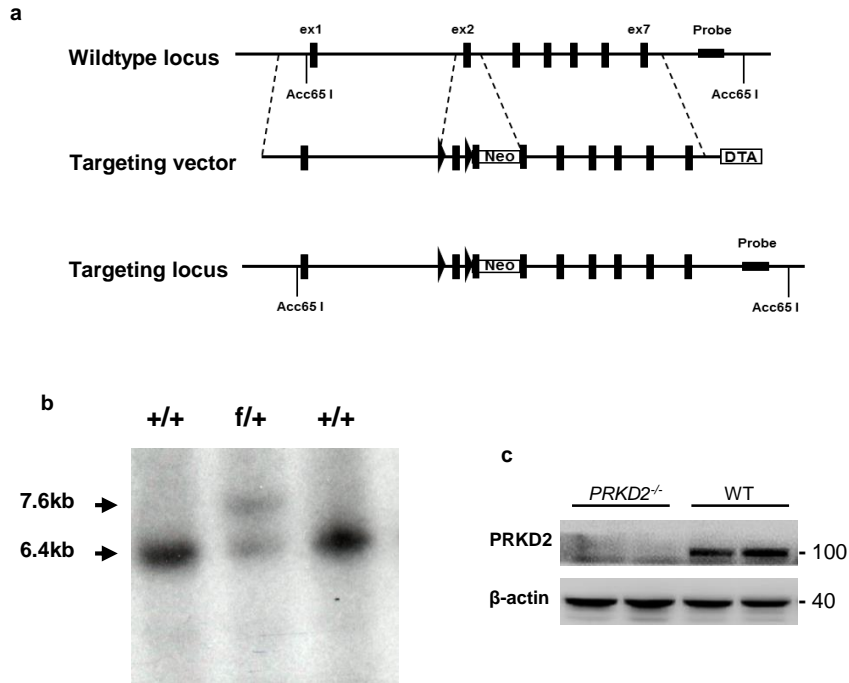

**Supplementary Fig. 5** Generation of global *PRKD2* deficient mice. Related to Fig. 4, 5 and 6.

**a** Targeting strategies for mouse *PRKD2* gene. A restriction map of the relevant genomic region (top), the targeting vector (middle) and the targeted locus after recombination (bottom) is shown. The targeting construct was generated by flanking exon 2 of *PRKD2* with loxP sites, while frt sites flank the Neo-cassette. Neo represents the neomycin resistance gene; the arrowheads represent LoxP sites and the long boxes represent frt sites. **b** Detection of wild type (+/+) and targeted allele (f/+) for the *PRKD2* gene by DNA Southern blot analysis. The 7.6- and 6.4-kb bands represent the WT and targeted alleles, respectively. **c** Representative western blot of *PRKD2* protein levels in liver tissue of *PRKD2*<sup>-/-</sup> and WT mice.

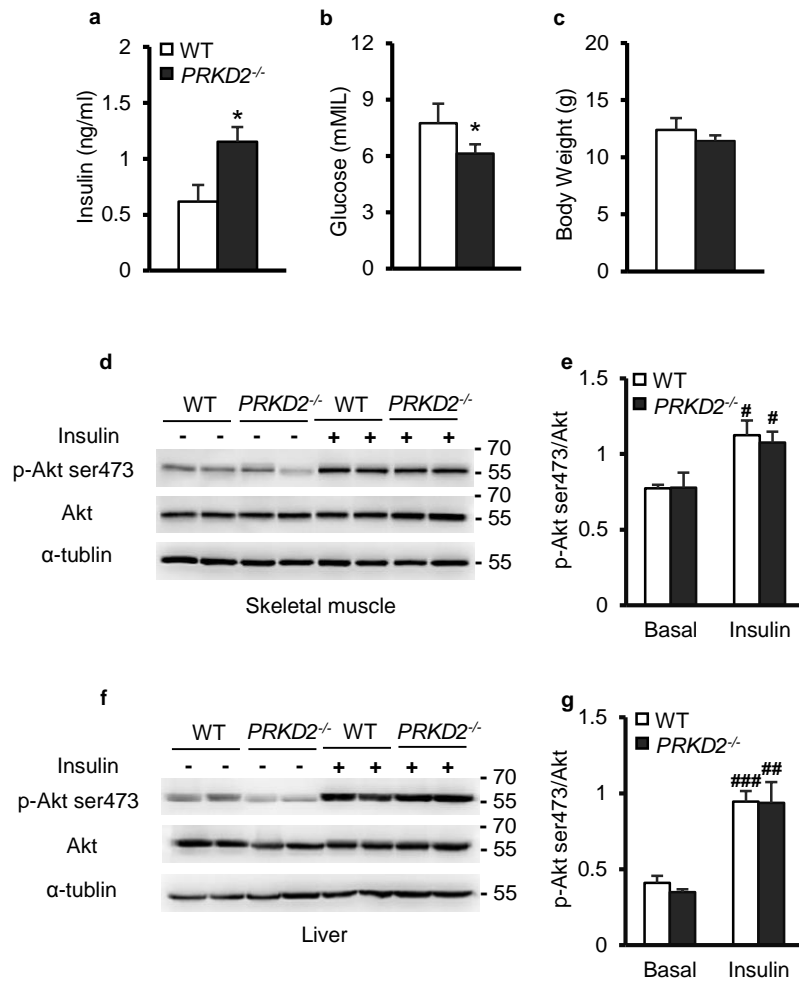

**Supplementary Fig. 6** *PRKD2* deficiency enhanced Insulin secretion in 4-week old mice. Related to Fig. 4 and Supplementary Fig. 5. **a** Fasting serum insulin in WT and *PRKD2*<sup>-/-</sup> mice, \**p* < 0.05, WT vs *PRKD2*<sup>-/-</sup> (WT, n=5; *PRKD2*<sup>-/-</sup>, n=7). **b** and **c** Fasting blood glucose (**b**) and body weights (**c**) in WT and *PRKD2*<sup>-/-</sup> mice, \**p* < 0.05, WT vs *PRKD2*<sup>-/-</sup> (WT, n=7; *PRKD2*<sup>-/-</sup>, n=9). **d** and **e** Representative western blot (**d**) and statistics of Akt phosphorylation (**e**) in skeletal muscle of WT and *PRKD2*<sup>-/-</sup> mice. **f** and **g** Representative western blot (**f**) and statistics of Akt phosphorylation (**g**) in liver of WT and *PRKD2*<sup>-/-</sup> mice #*p* < 0.05, ###*p* < 0.01, ###*p* < 0.001, basal vs insulin (Basal: WT, n=4; *PRKD2*<sup>-/-</sup>, n=7; Insulin: WT, n=6; *PRKD2*<sup>-/-</sup>, n=8). All data are represented as mean ± SEM, the significant difference between groups was assessed by the Student's *t*-test.

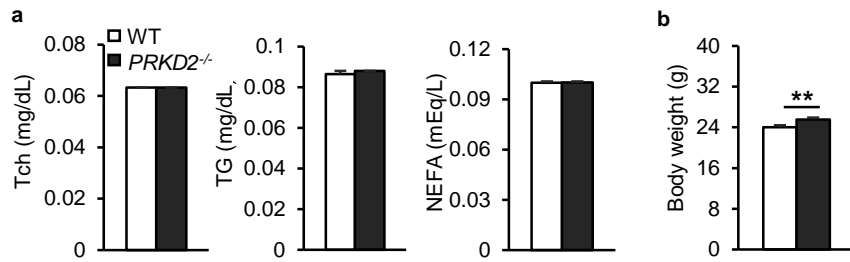

**Supplementary Fig. 7** *PRKD2* deficient increases body weight in 14-week old mice. Related to Fig 4. **a** Blood lipid profiles of *PRKD2*<sup>-/-</sup> and WT mice (WT, n=24; *PRKD2*<sup>-/-</sup>, n=27). **b** Body weights of *PRKD2*<sup>-/-</sup> and WT mice. \*\**p* < 0.01, WT vs *PRKD2*<sup>-/-</sup> (WT, n=50; *PRKD2*<sup>-/-</sup>, n=48). Data are represented as mean  $\pm$  SEM, the significant difference between groups was assessed by the Student's *t*-test.

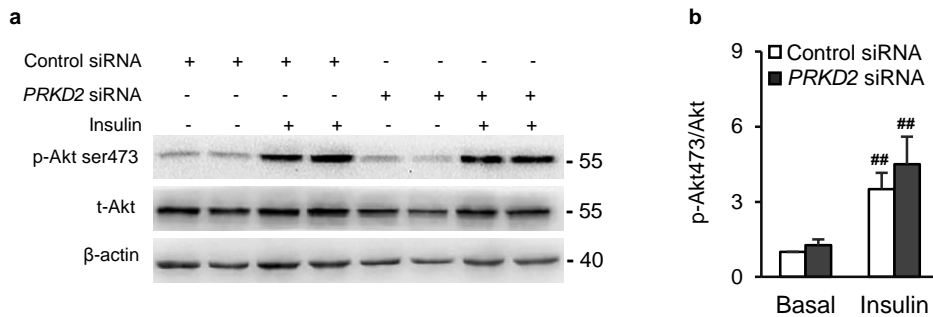

**Supplementary Fig. 8** *PRKD2* knocking down do not influence insulin signaling pathway in Hepa1-6 cells. Related Fig. 5. **a-b** Western blot of Akt ser473 and total Akt in *PRKD2*-knockdown cells (**a**) and statistics (**b**), # #  $p < 0.01$ , basal vs insulin ( $n = 8/\text{group}$ ). Data are represented as mean  $\pm$  SEM, the significant difference between groups was assessed by the Student's *t*-test.

Uncropped western blots for Fig. 3d

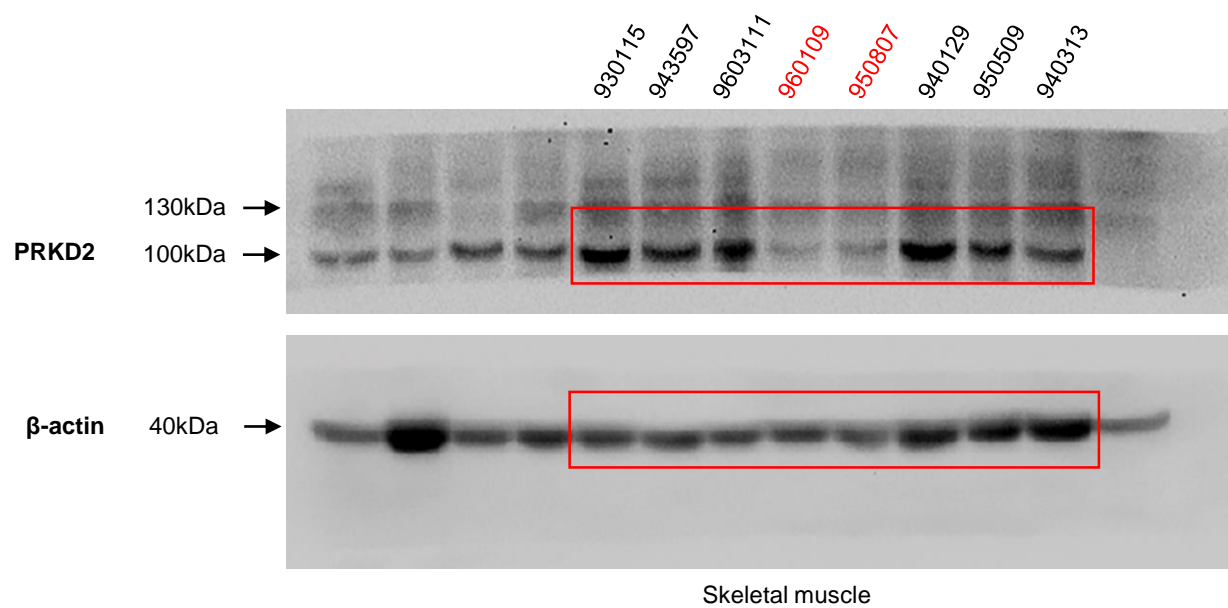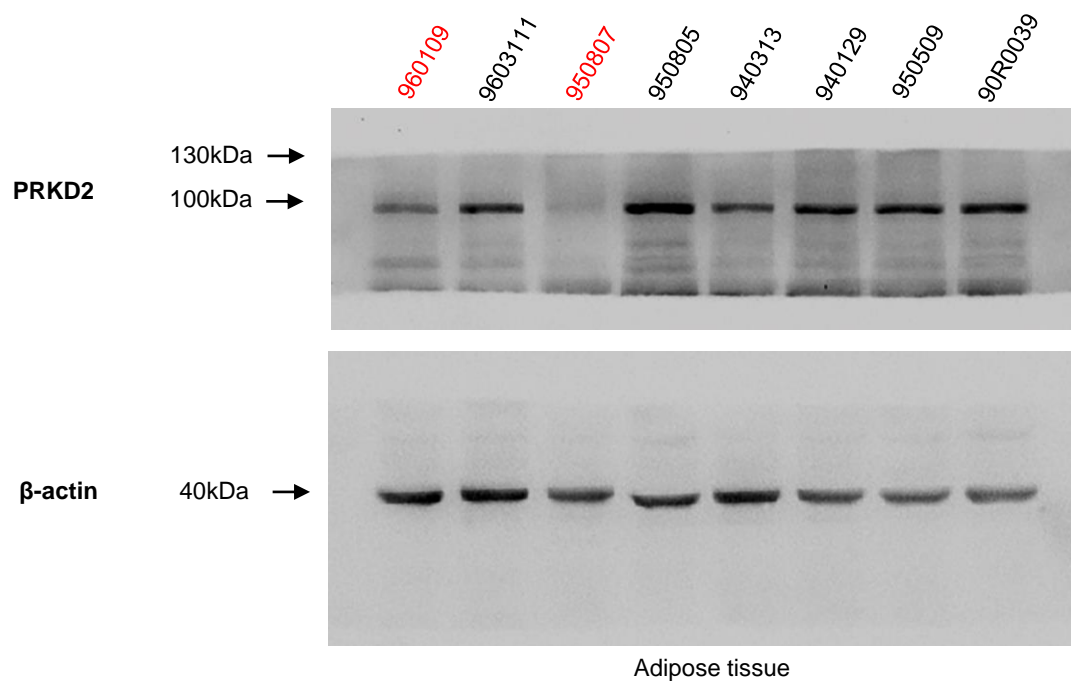

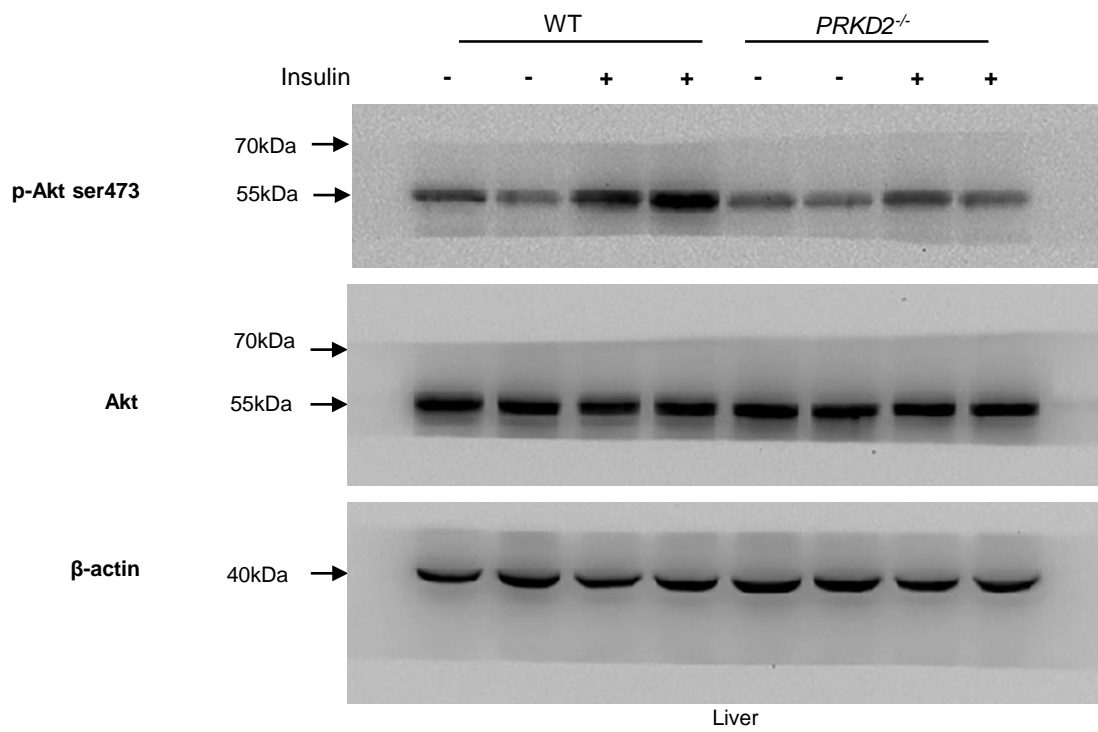

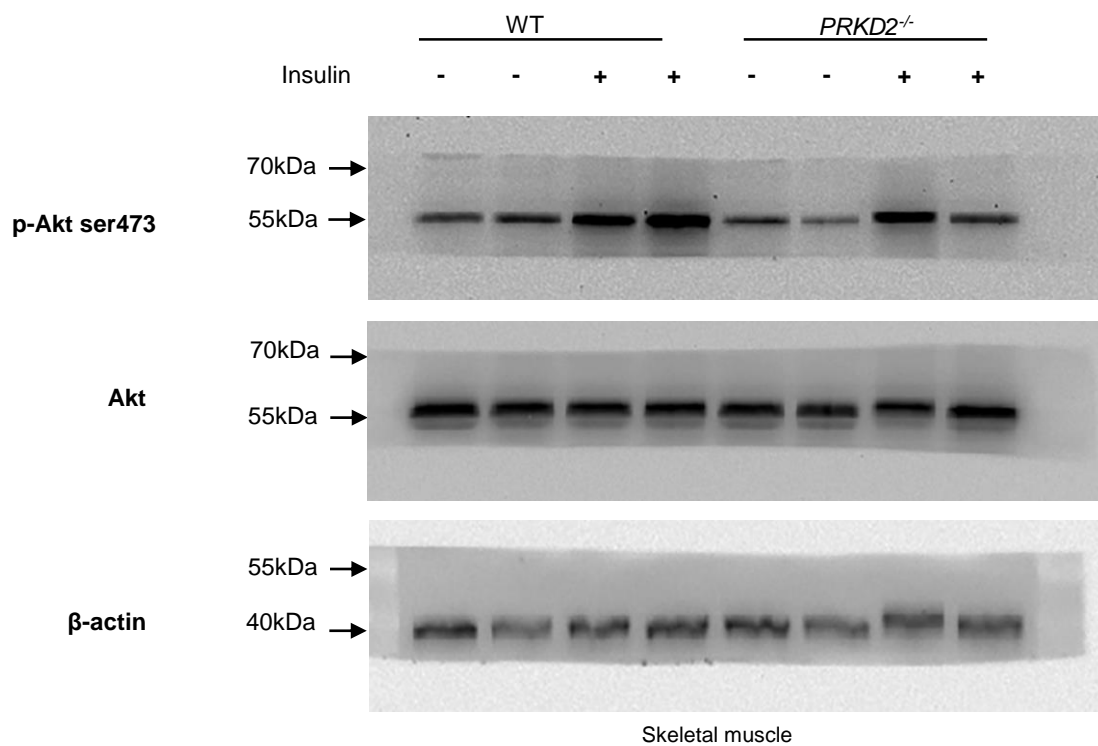

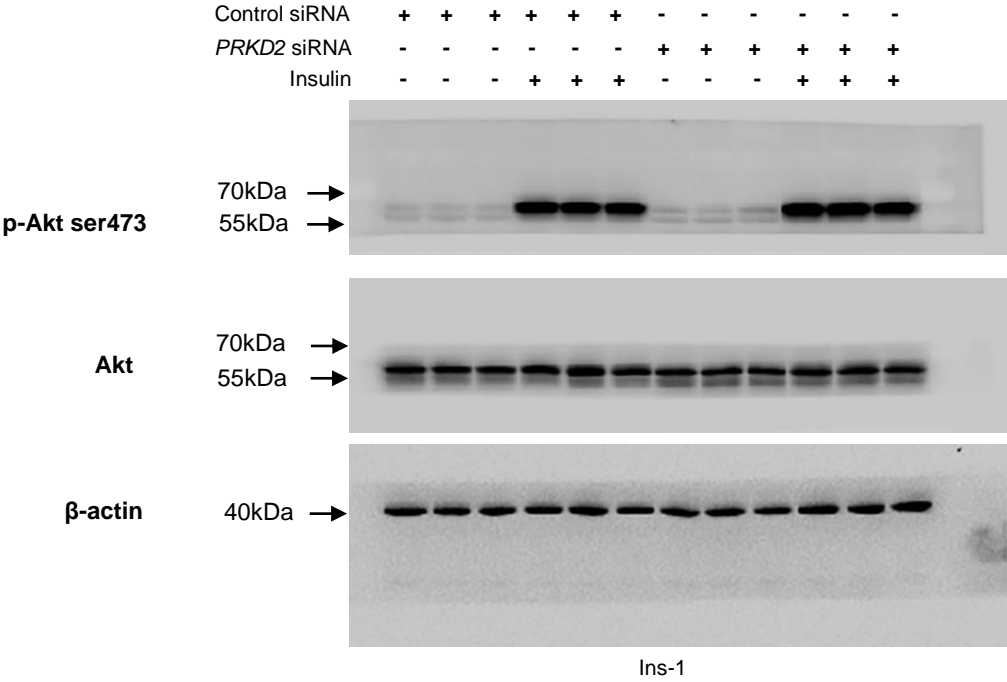

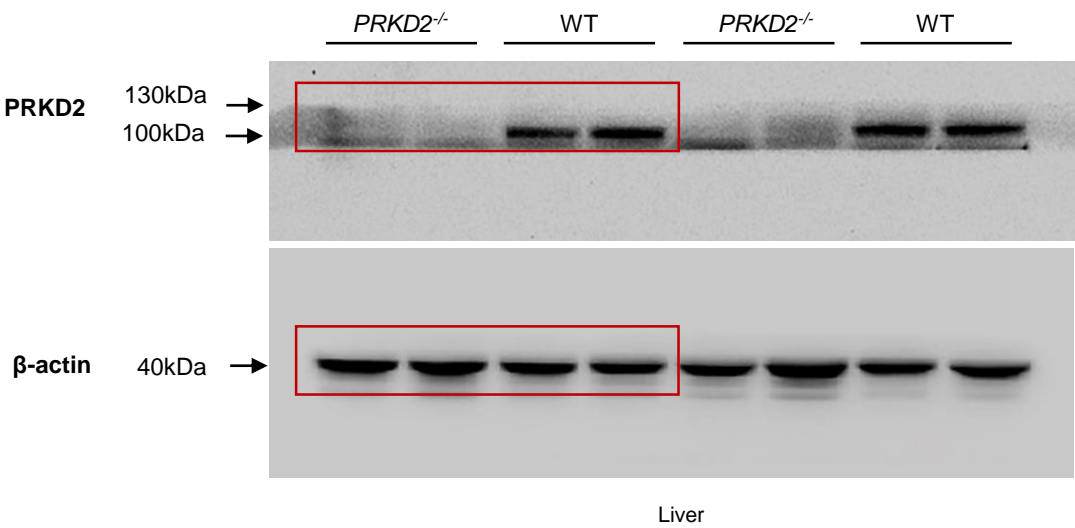

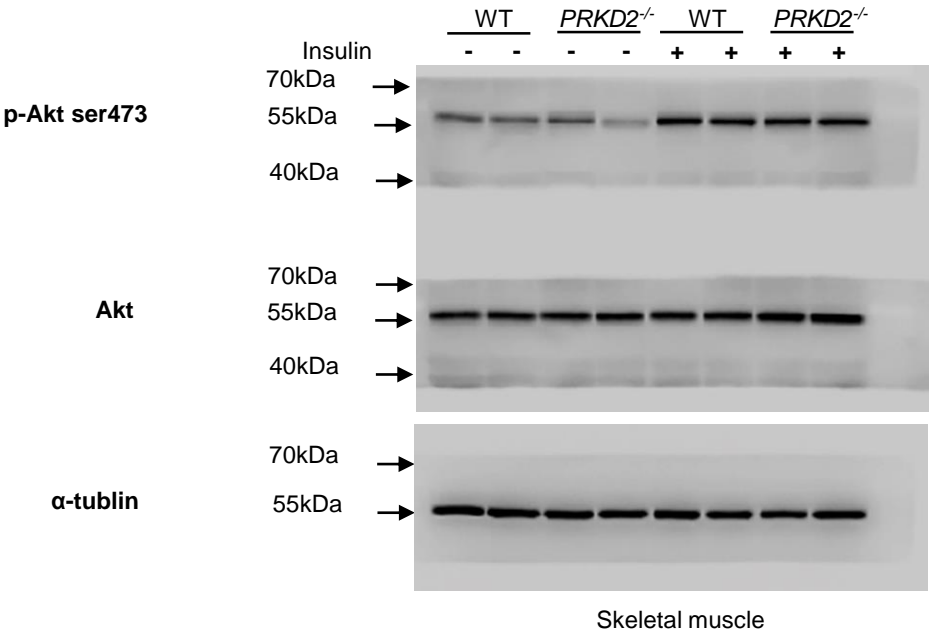

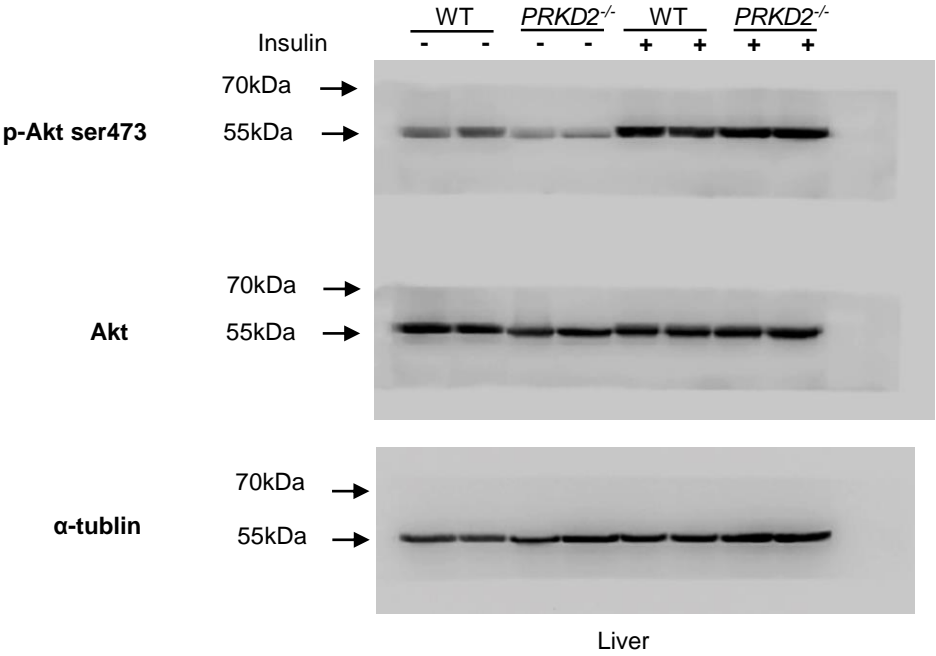

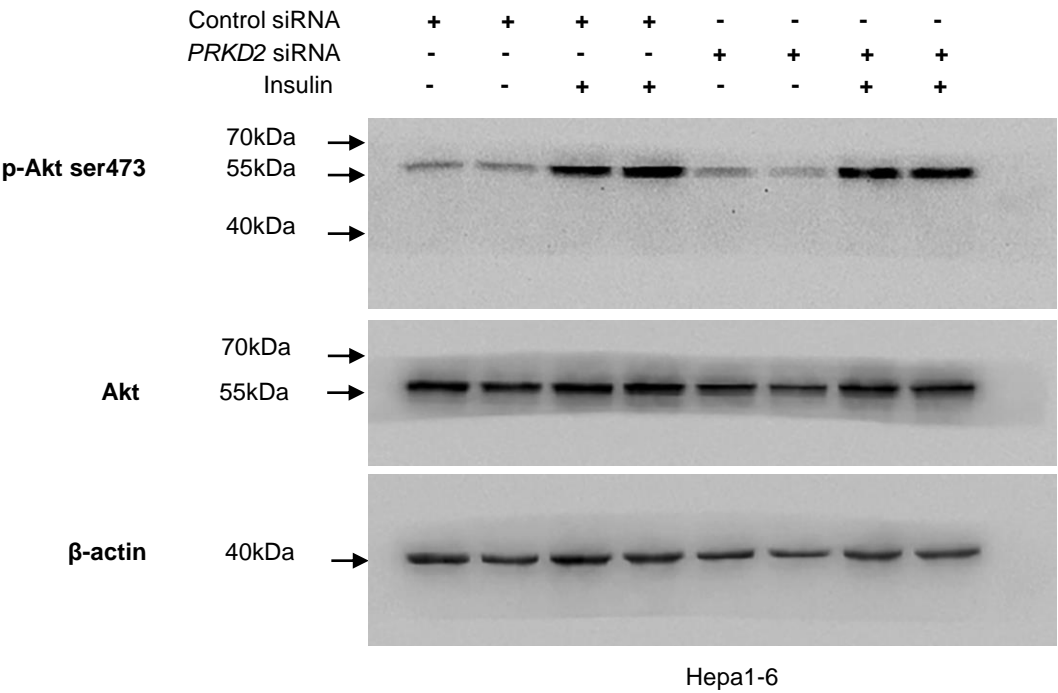

**Supplementary Table 1.** Statistics for exome-seq data. Related to Fig 3.

| Sample | Total Reads | Length | Total Nucleotide | Q20    | Uniquely-mapped Reads |
|--------|-------------|--------|------------------|--------|-----------------------|
| 920401 | 27,761,610  | 90     | 2,485,561,420    | 0.8648 | 18,019,560 (0.6490)   |
| 930823 | 25,419,728  | 90     | 2,276,178,280    | 0.9510 | 21,737,042 (0.8551)   |
| 940129 | 48,468,874  | 90     | 4,342,827,801    | 0.8969 | 35,470,438 (0.7318)   |
| 940313 | 32,013,296  | 90     | 2,868,599,738    | 0.9197 | 26,978,396 (0.8427)   |
| 950509 | 37,938,054  | 90     | 3,370,004,232    | 0.8968 | 31,026,458 (0.8178)   |
| 950807 | 38,758,796  | 90     | 3,392,475,085    | 0.8861 | 30,595,187 (0.7894)   |
| 960109 | 35,730,802  | 90     | 3,203,755,851    | 0.9347 | 29,894,585 (0.8367)   |
| Sum    | 246,091,160 |        | 21,939,402,407   |        | 193,721,666 (0.7872)  |

**Supplementary Table 2.** Identification of candidate genetic variations underpinning hyperinsulinemia in the rhesus monkey MetS cohort. Related to Fig 3 and Supplementary Fig 1

How the deposited data were processed for this re-analysis (not part of the article)

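Poly(A) RNA of skeletal muscle and adipose tissue was sequenced from 5 male rhesus monkeys, 1 library per animal and tissue. Monkey 950807 is hyperinsulinemic and carries *PRKD2* K410X, and 920401, 940129, 940313 and 950509 are controls. The other hyperinsulinemic monkey of the paper has no library among the samples used here. The paper states that reads were mapped with Tophat and that only uniquely mapped reads were used. The release of Tophat it names differs from that of the submitters' processing notes, 1.2.0, and the counting tool, genome build and annotation release are not given in the sources used here. Each library comes as read counts per gene and RPKM for 28595 Ensembl macaque genes. The authors made the deposited RPKM values from these counts, per the file headers, by dividing by transcript length and by the mapped reads of the library, and they were checked to equal the reads divided by the length of the longest transcript and by the library's mapped total. Gene starts are printed as counted from 1. Symbols from an Ensembl name table were found for 15556 genes (54.4%), and for 74.6% to 75.5% of the genes tested. A RefSeq table of a later macaque assembly added 0. Where genes share a symbol, the one with the highest mean RPKM stood for it.

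The mapped totals had a median of 37497475.5 in control muscle and 35528784 in control adipose tissue. Reads counted in genes were 48.2% to 59.4% of the total in control adipose tissue and 61.4% in that of monkey 950807, and 52.0% to 62.1% in control muscle and 64.6% in that of monkey 950807. The 10 most abundant genes took 30.3% to 32.9% of the gene counts in control muscle and 30.3% in monkey 950807, and 5.97% to 8.09% in control adipose tissue and 5.35% in monkey 950807. Correlations of log2 RPKM across genes, which are not independent replicates, were 0.969 to 0.975 between control muscle libraries and 0.962 to 0.971 between these and monkey 950807, and 0.900 to 0.948 and 0.920 to 0.962 in adipose tissue.

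The plan written before the data were examined named limma on log2(RPKM + 1). It was replaced as the main test by edgeR's quasi-likelihood test with TMM scaling once the files were seen to hold counts and before any test was run. The limma fit was kept as an alternative. Monkey 950807 was compared with the 4 controls in each tissue over genes with a mean of at least 1 RPKM, the effects of the tissues were compared by an interaction term, and the tissues were compared within the 4 controls. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05, and between the tissues of the controls also at an absolute log2 difference of at least 1. The lone animal is assumed to vary like the controls. The 2 tissues come from the same animals, but the deviations of an animal's muscle and adipose libraries from the control means were correlated across genes by only −0.215 to 0.151 in the same control animal, and the animal correlation that limma estimated was −0.031 and −0.018 over the genes tested in muscle and in adipose tissue. Each tissue was fitted alone, with the animal as a block among the alternatives.

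The 19 gene lists and 18 lists of cell type markers were fixed before the data were examined and tested with camera (limma) at a preset inter-gene correlation of 0.01, where at least 3 members passed the filter, adjusted over the 58 tests in both tissues. Genes named are the protein kinase D family, *CACNA1C*, up to 4 members of each list described (those with the smallest p), and the 5 genes with the largest difference each way between tissues, the rule set before the data were examined. A shorter version of that rule, tried after the values were seen, was dropped. *BDH1* was named after its values were seen.

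Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter at a mean of 5 RPKM, median-of-ratios scaling, quantile normalization, leaving out each control, a fit of all 10 libraries, the animal as a block, robust variance estimates and an estimated inter-gene correlation. The pseudocount of 0.1, the quantile normalization and the block are run in limma, so tool and setting change together. DESeq2, scaling to the mapped totals, leaving out the adipose libraries of 920401 and 940313 and taking each control in turn as the single animal were added after the data were examined.

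On simulated counts with the libraries' depth and spread, edgeR recovered 74.6% of genes changed 4-fold and 8.96% of genes changed 2-fold in muscle, with 4 unchanged genes called. In adipose tissue it recovered 38.8% and 0%, with 2 unchanged genes called, and for the difference between tissues 14.9% and 2.99%, with 2 unchanged genes called. Between the tissues in controls it recovered 86.6% and 16.4%, with 10 unchanged genes called. A simulated list lowered by 1 on the log2 scale was found in both tissues, with 0 other lists called. Real controls taken singly gave 3 to 13 called lists in muscle and 2 to 12 in adipose tissue. The simulated 0 is therefore no guide to list calls between real animals. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Reads per allele were not analysed, since the files hold counts per gene.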

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

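The tests of cell composition, of muscle RNA among lipogenic genes, of slow fibers and of *PRKD2* below, and those without the adipose libraries of 920401 and 940313, with DESeq2 or with each control as the single animal, were chosen only after results had been seen.

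In adipose tissue the hyperinsulinemic monkey had lower mRNA of lipogenic and mitochondrial genes and higher mRNA of macrophage and T and NK cell markers. In muscle it had lower mRNA of slow fiber and smooth muscle genes. The neutrophil list was also called higher in adipose tissue (median log2 difference 0.67, standard error 0.990 over 4 genes). Of its genes only *CAMP* passed over the list alone. None of these list calls held with an estimated inter-gene correlation (adjusted p 0.811). Of the lists called in each tissue, monkey 950807 lay outside the range of the 4 controls in 3 in muscle and 8 in adipose tissue, in genes the paper does not discuss. Over all lists tested it lay outside in 11 of 26 in muscle and 13 of 32 in adipose tissue, where chance gives 40%. Taken as the single animal, each control gave 3 to 13 called lists in muscle and 2 to 12 in adipose tissue, against 4 and 9 for monkey 950807. With an estimated inter-gene correlation 0 of the 13 calls held (adjusted p 0.811), so a difference between individual animals unrelated to *PRKD2* stays open for every list.

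The effect in adipose tissue minus that in muscle was tested by an interaction term, and 7 of 25 lists differed between the tissues in camera with the preset correlation. The median log2 difference was 1.75 for macrophage markers, 1.35 for smooth muscle and pericyte markers, 2.82 for slow fiber genes, 0.73 for extracellular matrix, 0.62 for fibroblast and adipose stroma markers, 0.57 for interferon response and −0.37 for fatty acid oxidation. With an estimated correlation the adjusted p of these lists was 0.303 to 0.660. No gene passed on its own in edgeR (0 of 7938), with 400 genes at an unadjusted p under 0.05 1 called by limma and 36 by DESeq2.

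The first pattern weighed is the lower lipogenic and mitochondrial mRNA and the higher macrophage mRNA in adipose tissue. Muscle RNA in the control adipose libraries of 920401 and 940313 was argued against, since at the share of *ACTA1* it would give a median of 0.0274% (standard error 0.0168) of the RPKM of fatty acid and triglyceride synthesis genes there, and without these libraries the median log2 difference of oxidative phosphorylation was −0.53 (standard error 0.164). A smaller share of adipocytes alone was argued against for macrophage mRNA only, since macrophage markers exceeded endothelial markers by 0.87 (standard error 0.240). That comparison does not test it for the lipogenic and mitochondrial genes, where it stays open. Median log2 differences were −0.28 for adipocyte, 0.22 for smooth muscle and pericyte, 0.19 for fibroblast and −0.05 for endothelial markers. None of these lists was called in adipose tissue. Variation between animals stays open, since control 920401 had a similar pattern in these 3 lists, and so does blood left in the piece, with macrophage over erythroid markers by 0.64 (standard error 0.473). The insulin state, *PRKD2* K410X and the obesity that the paper reports in the hyperinsulinemic monkeys are all confounded with the animal. A change in macrophages or adipocytes under any of them may be proposed only as a hypothesis.

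The second is the lower slow fiber mRNA in muscle. Without control 940129, which had the most slow fiber mRNA, the median was −2.46 (standard error 0.576), so a control rich in slow fibers may account for part of it. The score of monkey 950807 lay 1.55 below the lowest control, while the controls spanned 2.81, so a piece from another muscle or depth cannot be told apart from a change in fiber type in 1 animal.

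The third is the lower *PRKD2* mRNA in muscle. Fewer vessel cells in the piece stay open, since smooth muscle and pericyte markers fell by 1.22 and lay 0.81 (standard error 0.655) above *PRKD2*, while endothelial markers lay 1.58 (standard error 0.613) and fibroblast markers 1.68 (standard error 0.622) above it. This test was made stricter after a first result. Loss of the transcripts of 1 allele also stays open, since the 95% interval in muscle, with a lower bound of −3.34, holds the −1 that it predicts but is too wide to test it, the estimate of −2.03 lies below −1, and the interval for the same allele in adipose tissue (−1.80 to 0.56) holds both −1 and 0. Reads per allele were not analysed here.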

How the results depend on the processing

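DESeq2, scaling to the mapped totals and leaving out the adipose libraries of 920401 and 940313 were chosen only after the data were examined.

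*PRKD2* in muscle was lower in all 14 alternatives, with log2 differences of −2.14 to −0.72 (−2.14 to −1.85 leaving out each control). The smallest differences came from limma with a pseudocount of 1, −0.78 on log2(RPKM + 1) and −0.72 after quantile normalization, where a pseudocount near the level of the gene shrinks the difference. Only DESeq2 passed the threshold (−2.03, adjusted p 0.0315). A filter at a mean of 5 RPKM leaves no value for it in either tissue. *PRKD2* in adipose tissue was lower in all 15 alternatives, by −0.77 to −0.30, and passed in none.

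In muscle, edgeR called 0 genes (754 at an unadjusted p under 0.05). Limma with either pseudocount, median-of-ratios scaling, quantile normalization and robust estimates each called 1, *BDH1*, with no filter 10, scaling to the mapped totals 3 and DESeq2 88. Leaving out a control gave 0 to 14, the 14 without 940313. In adipose tissue, edgeR called 0 (286 at an unadjusted p under 0.05), DESeq2 11 and the fit without the adipose libraries of 920401 and 940313 gave 33. Leaving out a control gave 0 to 6, the 6 without 920401. Limma with the animal as a block called 4. For the difference between tissues edgeR called 0, limma 1 with either pseudocount, median-of-ratios scaling 1, DESeq2 36. Of the lists, 13 were called, 0 with an estimated correlation, and 13 to 20 leaving out a control, the 20 without 940313. The cause of these changes was not tested.

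The genes differing between tissues in controls numbered 5767, of which 57.4% were higher in adipose tissue, and 5063 to 7816 over 11 alternatives (5063 to 6086 leaving out a control). Limma with a pseudocount of 1 or 0.1, on RPKM without TMM, gave 89.4% and 89.6% higher in adipose tissue, where tool, scale and scaling change together and the cause was not tested. Scaling to the mapped totals moved the median log2 difference of all genes from −0.03 to 0.14 in muscle and from −0.06 to 0.13 in adipose tissue.

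Of the 84 single genes named, 1260 values kept direction and side of the threshold, 7 came to pass it and 14 reversed. *PRKD3* in adipose tissue became 0.146 with limma, 0.191 with the pseudocount of 0.1 and 0.0227 with mapped totals, and was −0.41 to 0.19 leaving out a control, 0.187 without 950509. *CACNG6* in muscle became 0.0816 with limma and 0.0920 with the pseudocount of 0.1, and was −0.35 to 0.14 leaving out a control, 0.138 without 940313. *CACNG1* in muscle became −0.0167 in the fit of all 10 libraries and was −0.0380 to 0.165 leaving out a control, the lowest without 940129. *S100A9* in adipose tissue was −0.17 to 0.87 leaving out a control, −0.12 without 940129 and −0.17 without 950509. Without the adipose libraries of 920401 and 940313, *TNNC2* became 1.37 and the fast fiber list 0.99. With the animal as a block, *PRKD3* was 0.146 and *CACNG6* 0.0816, and list medians were 0.168 for L-type channel subunits in muscle and, in adipose tissue, 0.0278 for insulin signaling, 0.174 for lipid uptake and 0.00404 for adipocyte markers.

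Over 21 lists, 279 values kept direction and side, 26 no longer passed, 1 came to pass and 19 reversed. Apart from the estimated correlation, calls ended for fast fiber genes in adipose tissue (without 920401 or 940313 among others), extracellular matrix in muscle (without 940129 or 950509 among others), immediate early genes, neutrophil markers and lipolysis (without 940129). Adipocyte markers in adipose tissue came to pass without 940313 (−0.44). The L-type channel list in muscle was 0.168 with limma, 0.175 with the pseudocount of 0.1, 0.0160 after quantile normalization and 0.105 with mapped totals, and in adipose tissue −0.32 with no filter. In adipose tissue, insulin signaling was 0.0278 with limma and 0.0404 with the pseudocount of 0.1, adipocyte markers 0.00404 and 0.00409, and lipid uptake 0.174 and 0.179, 0.0186 after quantile normalization and 0.0740 with mapped totals, and −0.17 to 0.0602 leaving out a control, the highest without 920401. These last lists were not called by edgeR and camera. Leaving out a control gave medians of −0.64 to −0.24 for adipocyte markers and −0.45 to −0.22 for lipid uptake in muscle. The median of insulin signaling in adipose tissue was then −0.27 to −0.11. At 42 reads, counting error alone limits *PRKD2* in muscle to 30.3 to 56.8 reads.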

Other observations

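The tests with DESeq2, without the adipose libraries of 920401 and 940313 and with each control as the single animal, and the naming of *BDH1*, were chosen only after the data were examined.

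In adipose tissue the hyperinsulinemic monkey had less mRNA for making and burning fat and more mRNA typical of immune cells, and control 920401 shared part of this pattern. None of the adipose list calls that follow held with an estimated inter-gene correlation (adjusted p 0.811 from camera). Of 22 genes of fatty acid and triglyceride synthesis, 20 were lower (median log2 difference −1.15, adjusted p 4.89e-09 from camera in limma), with 18 of 20 genes of fatty acid oxidation (−0.50, 0.0011), 26 of 29 of oxidative phosphorylation (−0.55, 0.00111) and 9 of 11 of lipolysis and lipid droplets (−0.56, 0.00286). All 14 macrophage markers were higher (0.82, 4.89e-09), as were all 5 T and NK cell markers (0.92, 0.000143), all 4 neutrophil markers (0.67, standard error 0.990, 0.0026) and 19 of 23 extracellular matrix genes (0.40, 0.00111). Members with small p included *GPD1* (−1.74), *ME1* (−2.01), *PDE3B* (−2.61) and *CAMP* (3.57), and *FASN* (−3.99) was at a TMM-scaled level (CPM) of 901, within controls of 801 to 33534. No gene passed alone in edgeR (0 of 11981, 286 at an unadjusted p under 0.05, 0 by limma, 11 by DESeq2), and only *CAMP* passed when adjusted over its list alone, while *S100A9*, another neutrophil marker, was at 0.17 and turned negative without 940129 or 950509. The neutrophil call was lost with no filter and the lipolysis call without 940129 (median −0.45). The extracellular matrix median was 0.26 to 0.42 leaving out a control. With each control as the single animal, 2 to 12 lists were called, so these calls are no more than single animals give, and with an estimated correlation none held. As the single animal, control 920401 was also called lower in fatty acid and triglyceride synthesis (adjusted p 9.19e-08 from camera) and oxidative phosphorylation (0.000299) and higher in macrophage markers (3.84e-05) and extracellular matrix (0.000289), and its scores against the control mean were near those of monkey 950807, at −0.81 and −0.93, −0.33 and −0.34, 1.13 and 1.41, and 0.44 and 0.49. It was not called in fatty acid oxidation (adjusted p 0.0818 from camera), neutrophil markers (0.193), T and NK cell markers (lower, 0.289) or lipolysis and lipid droplets (higher, 0.866). In its number of adipose genes at an unadjusted p under 0.05, monkey 950807 lay within the range of the controls taken singly. In muscle its number was above that of every control taken singly.

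Fast fiber genes were also called lower in adipose tissue (6 of 7, −2.98, adjusted p 0.0347 from camera), a call that was lost with an estimated correlation (adjusted p 0.811), among 7 alternatives that lost it and kept its direction. *ACTA1* had 4895 and 4637 reads in the control adipose libraries 920401 and 940313, or 0.343% and 0.270% of the RPKM in the muscle of the same animals, and 26 to 107 in the other libraries. *MYBPC2* had 0 reads in monkey 950807. The list was 0.99 without these libraries and was not called, so a little muscle in both pieces may explain the call.

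In skeletal muscle the hyperinsulinemic monkey had less mRNA of slow fiber genes and of smooth muscle and pericyte markers. Endothelial markers were not called. Slow fiber genes were lower in 8 of 9 (−3.77, adjusted p 0.000143 from camera), among them *MYH7* (−3.98), *MYL2* (−4.00) and *TNNT1* (−4.20), and 5 passed when adjusted over the list alone. Smooth muscle and pericyte markers were lower in 9 of 10 (−1.22, 0.000143), with *TAGLN* (−1.41, standard error 0.287) and *ACTA2* (−1.44, standard error 0.345) among 6 that passed over the list alone. All 11 immediate early genes were lower (−1.12, 0.0026) and 20 of 21 extracellular matrix genes (−0.40, 0.0124), the latter within the range of the controls. With an estimated correlation none of these 4 calls held (adjusted p 0.811), and with each control as the single animal 3 to 13 lists were called in muscle. Taken singly, no control was called lower in slow fiber genes, smooth muscle and pericyte markers or immediate early genes. Control 940129 was called higher in slow fiber genes. Control 950509 was called higher in smooth muscle and pericyte markers and in immediate early genes. In extracellular matrix genes, control 940313 was called lower and 950509 higher. The slow fiber median was −2.46 without 940129. The extracellular matrix call was lost in 4 alternatives and that of immediate early genes in 3, with medians leaving out a control of −0.60 to −0.20 and −1.15 to −0.70. No gene passed alone in edgeR (0 of 8306, 754 at an unadjusted p under 0.05, of which 315 were higher, 1 by limma and 88 by DESeq2), and the smallest adjusted p was 0.0588, of *BDH1*, a ketone body enzyme (log2 difference −3.33), which limma (adjusted p 0.0294) and DESeq2 (adjusted p 1.77e-16) called.

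Genes of insulin signaling and lipid uptake, which the paper discusses through phosphorylation and blood lipids, were not called in either tissue. Insulin signaling had medians of −0.27 in muscle (adjusted p 0.266 from camera) and −0.20 in adipose tissue (0.309), with *TBC1D1* higher in muscle (1.54, standard error 0.303), the only member passing over the list alone, and *SLC2A4* at −0.93 in muscle and −1.43 in adipose tissue. Lipid uptake had −0.29 (0.245) and −0.10 (0.377), and adipocyte markers −0.42 (0.424) and −0.28 (0.266). The L-type calcium channel list had −0.06 (0.484) in muscle and 0.76 (0.0824) in adipose tissue. *CACNA1C* was below the filter in both tissues, with 160 reads in the adipose tissue of monkey 950807 and 53 to 118 in the controls, and 0 reads in its muscle against 0 to 20, so that no difference in muscle was detectable at this depth. A list of nonsense-mediated decay factors had 0.08 (0.447) in muscle and −0.18 (0.983) in adipose tissue.

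In the controls the tissues differed, at an absolute log2 difference of at least 1, in 5767 of 11173 genes. Of these 3308 were higher in adipose tissue, a balance that limma on RPKM moves from 57.4% to 89.4%. This was the highest count, and 1 of 35 splits of the 8 libraries reached it, with 0 genes in the highest other. Every other split mixes the tissues within both groups, and the splits ignore that each animal gave both tissues. They therefore cannot test chance. *PRKD1* and *PRKD3* were higher in adipose tissue (log2 difference 2.39, adjusted p 6.13e-05, and 2.70, adjusted p 0.000218, both from edgeR), while *PRKD2* did not pass (0.42, standard error 0.294, adjusted p 0.229). The result for *PRKD2* changes with tool and scaling, since limma on log2(RPKM + 1) gave 1.27 (standard error 0.217, adjusted p 0.000137). The genes with the largest fitted log2 difference toward adipose tissue were *MSLN* (119 CPM, 0 in muscle), *KRT19* (93.2 CPM), *ADRB3* (16.7 CPM), *BNC1* (13.5 CPM) and *LY6G6C* (8.22 CPM), and toward muscle *SLC8A3* (48.8 CPM, 0 in adipose tissue), *IGFN1* (34.4 CPM), *DDC* (21.9 CPM), *BRICD5* (16.3 CPM) and *JSRP1* (268 CPM). Each was at or near 0 in the other tissue, so the order rests on fitted values.

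In the sequencing, 1 read is 2.38% of the 42 *PRKD2* reads of monkey 950807 in muscle and 0.205% of the 488 in adipose tissue. The paper shows less *PRKD2* protein in both tissues (Fig. 3d). *PRKD2* mRNA in adipose tissue lay within the control range, after TMM scaling only narrowly. It was then at 18.8 CPM in monkey 950807 and at 18.7 CPM in the lowest control. The interval of its log2 difference (−1.80 to 0.56) is too wide to exclude a lower level. Whether mRNA and protein differ in adipose tissue therefore cannot be decided here.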
